# The Lin28/let-7 axis is critical for myelination in the peripheral nervous system

**DOI:** 10.1038/ncomms9584

**Published:** 2015-10-14

**Authors:** Deniz Gökbuget, Jorge A. Pereira, Sven Bachofner, Antonin Marchais, Constance Ciaudo, Markus Stoffel, Johannes H. Schulte, Ueli Suter

## Abstract

MicroRNAs (miRNAs) are crucial regulators of myelination in the peripheral nervous system (PNS). However, the miRNAs species involved and the underlying mechanisms are largely unknown. We found that let-7 miRNAs are highly abundant during PNS myelination and that their levels are inversely correlated to the expression of lin28 homolog B (Lin28B), an antagonist of let-7 accumulation. Sustained expression of Lin28B and consequently reduced levels of let-7 miRNAs results in a failure of Schwann cell myelination in transgenic mouse models and in cell culture. Subsequent analyses revealed that let-7 miRNAs promote expression of the myelination-driving master transcription factor Krox20 (also known as Egr2) through suppression of myelination inhibitory Notch signalling. We conclude that the Lin28B/let-7 axis acts as a critical driver of PNS myelination, in particular by regulating myelination onset, identifying this pathway also as a potential therapeutic target in demyelinating diseases.

## Abstract (web summary)

MicroRNAs are known to regulate myelination in the peripheral nervous system, but the underlying mechanisms remain unclear. Here the authors show that the Lin28B/let-7 axis drives the onset of myelination by promoting Krox20 expression through suppression of Notch signalling.

Posttranscriptional regulation by microRNAs (miRNAs) is ubiquitously important in cell differentiation and tumorigenesis^1^. Typically, the biogenesis of miRNAs involves sequential processing of the primary miRNA transcript by the RNAse III family enzymes Drosha and Dicer to yield a 22-nucleotide duplex. One strand of the mature miRNA duplex is loaded into the miRNA-induced silencing complex which targets mRNAs for translational repression and/or accelerated decay^2^.

The let-7 family comprises one of the evolutionary most conserved families of miRNAs, and multiple let-7 isoforms have crucial functions in development, homeostasis and tumour suppression^3^. Key regulators of let-7 expression are the RNA-binding proteins lin28 homolog A and B (Lin28A and Lin28B). Both block specifically let-7 biogenesis, and in turn, are targeted by let-7. Thus, the Lin28/let-7 system is able to act as a bi-stable switch that regulates the transition of opposing differentiation states with let-7 usually promoting this process and Lin28 opposing it^3^.

Myelination is a remarkable example of cell differentiation that ensures fast signal propagation in the vertebrate nervous system. The process is tightly controlled by the balance of negative and positive regulators, and in the PNS requires the integration of axonal and Schwann cell (SC)-derived signals^4^. Dicer-mediated miRNA biogenesis is indispensable for myelination in the PNS^5^,^6^,^7^,^8^. Dicer-deficient SCs arrest their development when they engage with axons in a 1:1 relationship, known as the pro-myelinating stage. Such mutant SCs fail to activate the correct myelination program and are unable to repress negative regulators of myelination, including Notch1 and Sox2. Several miRNA species were suggested as candidates that regulate myelination^9^,^10^. However, the physiologically relevant regulatory miRNA species involved have yet to be identified in this context.

Here we show a critical role for the Lin28B/let-7 pathway in the regulation of the onset of myelination. Developmental downregulation of Lin28B and consequently let-7 accumulation drives the onset of myelination by promoting Krox20 expression through suppression of Notch signalling.

## Results

### let-7 and Lin28B levels are anticorrelated upon myelination

Given the importance of miRNAs during PNS myelination, we quantitatively assessed miRNA expression during sciatic nerve (SN) development by small RNA sequencing. 

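Small RNA from SN of C57BL6 mice at 6 ages (ED17.5, PN1, PN4, PN10, PN30 and PN60), from PN4 SN of mice lacking Dicer in SCs (Dicer KO) and from rat SCs was sequenced as 15 libraries. Each mouse group had 2 libraries from separate mice, and the rat SCs, differentiated with dibutyryl-cAMP (a cAMP analogue that enters cells), came from 1 culture and have no replicate. The libraries held 3447893 and 7176317 reads at ED17.5, 7105932 and 17412992 at PN1, 5535976 and 18749529 at PN4, 2584840 and 14327899 at PN10, 9189439 and 5680841 at PN30, and 8658400 and 11487038 at PN60. The Dicer KO libraries held 7072085 and 11001548 reads and the rat SC library 5074142. These are the reads in the deposited lists, which give each distinct read sequence with its count. That adapters had been removed and reads not yet mapped was inferred from the lists, and the paper does not state it for them. Reads of 15 to 30 nt were placed on the 1577 miRNA hairpins annotated on mm9 without mismatches. A read counted for a mature miRNA when its 5′ end lay within 2 nt and its 3′ end within 3 nt of that miRNA's most frequent ends. The annotation gives hairpins but no mature arms, so the arms were defined from the pooled reads of the 14 mouse libraries. let-7e-5p, whose hairpin is not annotated, was added by its sequence in the supplement. This gave 467 miRNAs, 428 of them with a miRNA name. Rat reads were matched to the mouse hairpins, because no rat genome was used, so a rat miRNA that differs in sequence from the mouse one was missed.
Mature miRNAs took 57% of the reads at ED17.5, 59.1% at PN1, 57.3% at PN4, 63.9% at PN10, 64.8% at PN30 and 67% at PN60 (means of 2 libraries), 46% in Dicer KO and 63.5% in rat SCs. Reads of 10 to 19 nt, which hold few miRNAs, took 10% at ED17.5, 6.45% at PN60, 12.9% at PN4 and 20.8% in Dicer KO at PN4, and 5.95% and 19.5% in the PN1 libraries. Levels are given in r.p.m., that is reads per 1000000 of all reads in a library's list, because the lists hold no number of mapped reads. Counts were compared with edgeR's quasi-likelihood test over 465 miRNAs, with 1 mean for each of the 7 mouse groups and TMM factors, and p was adjusted by the Benjamini and Hochberg method. Within groups, the log2 levels of the 2 libraries correlated with a Pearson r of 0.984 to 0.997 across miRNAs, which are not independent replicates. With 2 mice against 2, an exact permutation test of a single miRNA cannot give a p below 0.333, so the calls rest on the spread that the test shares across miRNAs and groups.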

We found that several members of the let-7 family are particularly strongly expressed in SCs during myelination (Fig. 1a,b; Supplementary Fig. 1a,b). 

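The 9 measured members of the let-7 family, miRNAs whose maturation Lin28 proteins block, together reached 34851 ± 3628 r.p.m. (SD, n = 2 mice) at ED17.5, 45464 ± 4370 at PN1, 58994 ± 399 at PN4, 84016 ± 6973 at PN10, 91434 ± 1835 at PN30 and 81662 ± 17870 at PN60. Between ED17.5 and PN10, 8 of the 9 members rose and none fell by edgeR's quasi-likelihood test (8 when adjusted over the list alone). The median log2 fold change of the family was 1.39 (adjusted p = 3.1e-05 from camera, and adjusted p = 0.38 with an estimated correlation). In these counts the most abundant member at every age was let-7f-5p, whereas Fig. 1b, read by eye, draws let-7i-5p above it at ED17.5 and PN1. let-7f-5p rose from 12024 ± 1995 r.p.m. at ED17.5 to 35951 ± 4367 at PN10 (SD, n = 2 each), a log2 fold change of 1.71 (standard error 0.17, adjusted p = 5.9e-06 from the same edgeR test). Its rank among all miRNAs went from 10 at ED17.5 to 5 at PN10.
The steepest rise was that of let-7b-5p, from 390 ± 73.7 to 1554 ± 168 r.p.m., a log2 fold change of 2.10 (standard error 0.24). let-7c-5p rose from 4518 ± 369 to 12928 ± 817 r.p.m., let-7a-5p from 4917 ± 593 to 11874 ± 438, let-7i-5p from 7394 ± 755 to 12360 ± 1295 and let-7d-5p from 2629 ± 457 to 4038 ± 310. let-7g-5p rose from 1490 ± 81.2 to 3584 ± 210 r.p.m. and the Lin28-dependent miR-98-5p from 304 ± 23 to 563 ± 91.7, with log2 fold changes of 1.39 and 1.02. The exception was let-7e-5p, with 1185 ± 167 r.p.m. at ED17.5 and 1165 ± 104 at PN10 (log2 fold change 0.10, adjusted p = 0.66 from edgeR), whose sign turned with library size as the only scaling (let-7e-5p log2 fold change, PN10 against ED17.5, −0.18). Between PN10 and PN60 no member passed edgeR's test when adjusted over the list alone, and 1, let-7g-5p, passed it over all miRNAs (let-7g-5p log2 fold change, PN60 against PN10, 0.38, adjusted p = 0.042). Its sign turned without PN60 replicate 1 (−0.12). At an unadjusted p under 0.05 there were 3 members, and DESeq2 called 0.

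**Figure D1:**
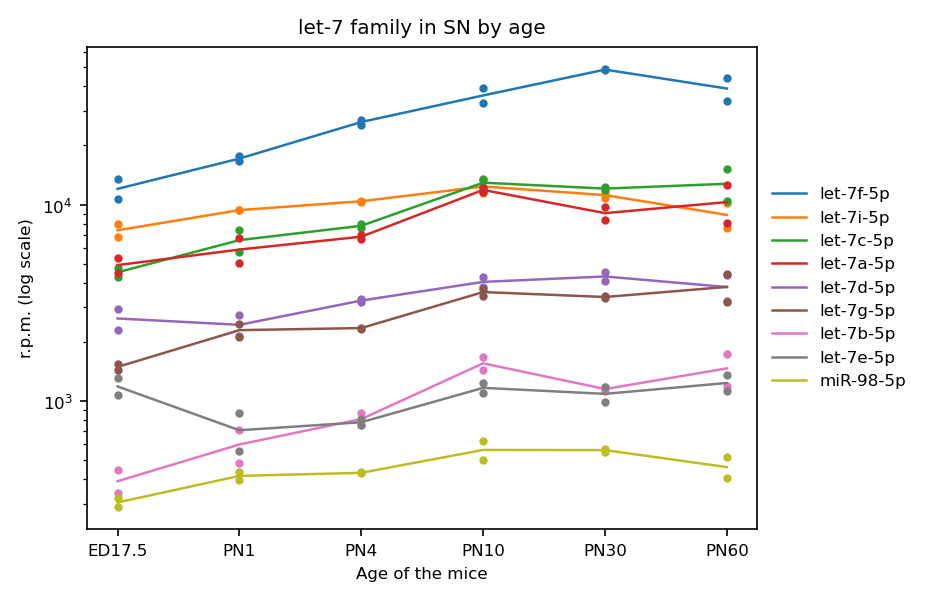
Levels of the 9 let-7 family members in SN by age in r.p.m. on a log axis, with points for the libraries and lines through the means of 2 mice. The line of let-7f-5p runs from 12024 at ED17.5 to 48680 at PN30.

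As a share of miRNA reads, the family went from 6.1% ± 0.233 at ED17.5 to 10.3% ± 0.158 at PN4, 13.1% ± 1.02 at PN10 and 12.1% ± 2.16 at PN60 (SD, n = 2 each). Across the 12 wild-type libraries this share correlated with the order of the ages (Spearman's rho 0.85, p = 9.1e-04, and Pearson's r 0.86, p = 5.2e-04, two-sided permutation tests). Without the ED17.5 libraries r was 0.75 (permutation p = 0.017) and without the PN60 libraries, which lie as far from the middle age, it was 0.98. Among the 6 libraries with replicate number 1, rho was 0.94 (exact permutation p = 0.017) and r 0.97, and among those with number 2 rho was 0.83 (exact permutation p = 0.058) and r 0.75 (exact permutation p = 0.092), so the relation did not pass the test in the replicate 2 libraries alone.
At PN4, 6 of the 9 members were among the 40 miRNAs with the largest level in wild-type SN minus Dicer KO SN, led by let-7f-5p at rank 5, followed by let-7c-5p at 15, let-7i-5p at 16, let-7a-5p at 17, let-7d-5p at 20 and let-7g-5p at 27. None was among the 40 when the 270 miRNAs of at least 10 r.p.m. were ranked by the ratio of wild-type to Dicer KO. let-7f-5p was at 26327 ± 1078 r.p.m. in wild-type and 14624 ± 2720 in Dicer KO (log2 fold change −0.52, adjusted p = 0.016 from edgeR). In Dicer KO, 7 of the 9 members were lower by this test (7 when adjusted over the list alone, camera adjusted p = 0.0049, adjusted p = 0.45 with an estimated correlation), with let-7d-5p at −0.91 and let-7b-5p at −0.83. The count of let-7 family members lower in Dicer KO than wild-type at PN4 was 3 when only the 4 libraries compared were fitted, and 1 without wild-type PN4 replicate 2 or without Dicer KO replicate 2. In the rat SC library, 8 of the 9 members were among the 40 most abundant miRNAs counted, with let-7b-5p at rank 40. That ranking leaves out a sequence of 10969 r.p.m. at no annotated hairpin, and with it let-7b-5p would drop out of the 40. The family took 11.3% of miRNA reads in this library (exact 95% interval 11.2 to 11.3%, counting error only).
On mm9, the annotated hairpin of let-7f-5p lies in an intron of Huwe1 on chromosome X, with its mature sequence TGAGGTAGTAGATTGTATAGTT from 148346896 to 148346917, and miR-98-5p lies in the same intron from 148347772 to 148347793. let-7i-5p lies on chromosome 10 from 122422754 to 122422775, and let-7g-5p in an intron of Wdr82 on chromosome 9 from 106081177 to 106081198. Reads of let-7a-5p and of let-7c-5p come from hairpins at more than 1 place and cannot be assigned to a single place. The same holds for let-7f-5p, whose sequence also lies on chromosome 13 from 48633258 to 48633279, where the annotation has no hairpin. The paper states that SCs express several let-7 members strongly while they myelinate. It rests this on the ranking at PN4 corrected for Dicer KO, on the levels by age (Fig. 1a,b) and on Supplementary Fig. 1a,b, which was not examined here.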

Analysis at earlier developmental time points revealed that let-7 isoforms are induced prior to myelination onset, and that their levels are inversely correlated to those of Lin28B (Fig. 1c). Lin28A was not detectable at the time points examined (see the Methods section). Next, as a broad readout of let-7 function, we analysed differential expression of predicted let-7 targets in postnatal day (PN) 1 SN of mice lacking Dicer in SCs (Dicer KO) compared with control mice, using RNA sequencing. We found globally increased levels of let-7 targets in Dicer KO (Fig. 1d). In addition, analysis of developmental expression of Hmga2, a well-described let-7 target, revealed a prominent decline upon let-7 induction in SN (Fig. 1e). Consistently, Hmga2 protein levels were strongly elevated in SN of Dicer KO (Supplementary Fig. 1c,d). Taken together, our data demonstrate that the let-7 family is functionally enriched during PNS myelination and suggest that the decline of Lin28B expression before myelination might be causal in this context.

### Sustained Lin28B expression in SCs impairs myelination onset

To test if Lin28B repression and subsequently increased let-7 biogenesis is functionally required for PNS myelination, we employed conditionally inducible transgenic Lin28B mice^11^ and crossed them with Dhh-Cre mice^12^ to obtain animals with sustained SC-specific expression of Lin28B (Lin28 tg). Expression analysis confirmed that let-7 isoforms are strongly reduced in SN of these mice (Fig. 2d). Consequently, predicted let-7 targets were globally increased in Lin28 tg (Fig. 2e; Supplementary Fig. 1c,e), comparable to the observations in Dicer KO (Fig. 1d). Morphologically, at PN5, SN of Lin28 tg showed an almost complete lack of myelinated axons and were developmentally arrested at the pro-myelinating stage, comparable to PN5 SN with a Dicer KO background (Fig. 2a–c,f). Furthermore, the very few myelinated axons present in Lin28 tg had thinner myelin compared with control axons with the same calibre (Fig. 2g). At PN14, SN of Lin28 tg and Dicer KO still had drastic deficits with regard to the onset of myelination (Supplementary Fig. 2m–o). To determine whether the impairments due to sustained Lin28B expression were consistent in other PNS regions, we analysed dorsal (sensory nerve) and ventral (motor nerve) roots of Lin28 tg and Dicer KO mice (Supplementary Fig. 2). Morphological analysis revealed the same defective hallmarks as in SN, confirming the spatiotemporal consistency of the phenotype. To support the morphological observations at the molecular level, we examined expression of marker proteins associated with on-going myelination. Immunoblots of SN lysates from PN5 Lin28 tg and Dicer KO revealed strongly decreased levels of Krox20, E-cadherin and MBP compared with controls (Fig. 2h–j; Supplementary Fig. 3a–f). We conclude that sustained Lin28B expression leads to impaired onset of PNS myelination, pointing to a crucial regulatory role of the Lin28B/let-7 pathway in this process.

### Myelination and appropriate Krox20 expression require let-7

Given the defects observed in response to sustained Lin28B overexpression, we asked if loss of let-7 miRNAs is the principal reason for the impaired myelination onset by targeting let-7 activity in myelinating *ex vivo* dorsal root ganglion cultures (DRG explants) using antagomirs^13^. Strongly diminished myelination was found in such anti-let-7-treated cultures (Fig. 3a–g) and similarly observed with DRG explants derived from Lin28 tg cultured under myelination-competent conditions (Supplementary Fig. 4a–i). *In vivo*, we sought to rescue the myelination deficits in Lin28 tg using the validated let-7S21L chimera that bypasses Lin28 binding and thus allows let-7 maturation despite Lin28 expression^14^. To achieve this, we generated lentiviral particles encoding let-7S21L followed by injection into PN3 Lin28 tg SN under conditions targeting SCs only (Supplementary Fig. 4j)^15^,^16^. After 7 days, the number of myelinated axons was significantly increased compared with control virus-injected Lin28 tg (Fig. 3h–j). Taken together, these results indicate that Lin28B-regulated let-7 isoforms are required for myelination.

Krox20 is the master regulator of PNS myelin gene expression and mice lacking Krox20 in SCs fail to start myelination, reminiscent of the Lin28 tg phenotype^17^. Since Krox20 was strongly reduced in Lin28 tg and Dicer KO, we investigated the role of Lin28B and let-7 in the regulation of neuregulin 1 (Nrg1)-dependent Krox20 expression. We transfected primary SCs with Lin28B or with let-7 targeting tough decoy expression vectors (let-7 TuD) prior to a 1 h Nrg1-stimulation^18^,^19^. Nrg1-induced Krox20 expression was decreased both in Lin28B and let-7 TuD-transfected cells (Fig. 3k) suggesting that Lin28B-dependent let-7 expression can affect Nrg1-induced Krox20 expression.

### The Notch pathway is hyperactive in Lin28 tg and Dicer KO

To express Krox20 and to start myelination, SCs need to shift their balance of negative to positive regulators of myelination^4^. We hypothesized that let-7 isoforms might promote this shift by downregulating negative regulators of myelination. To obtain an unbiased collection of possible candidate targets, we compared PN1 SN of Lin28 tg, Dicer KO and controls by RNA sequencing. A MetaCore pathway analysis of transcripts that were upregulated in both mutants and carrying predicted let-7 sites in their 3′-UTRs, identified Notch signalling as the most-affected pathway. Thus, we focused on this pathway and found significantly increased RNA reads for Jag1, Notch1, Hes1, Hey1, Hey2, Tle3 and Tle4 in Lin28 tg and Dicer KO (Fig. 4a). Quantitative RT-PCR measurements confirmed increased Notch1 expression in both mutants (Fig. 4b,c). Next, we assessed Notch pathway activity in SN of Lin28 tg and Dicer KO by measuring protein levels of the intracellular domain of Notch1 (NICD) and its downstream target, Hes1. Both were increased compared with the controls (Fig. 4d,e; Supplementary Fig. 3g–j). These results identify let-7 as a critical regulator of the Notch pathway during myelination.

### let-7 promotes Krox20 and myelination via Notch1 suppression

Notch1 is a well-known negative regulator of myelination. Sustained Notch1 expression interferes with PNS myelination by opposing the forward driver Krox20 (ref. 20). Thus, we further investigated the interplay between let-7 and the Notch pathway. To test if aberrantly increased Notch signalling interferes with myelination in Lin28 tg, we aimed at rescuing myelination in Lin28 tg with the Notch signalling inhibitor LY411575, a γ-secretase blocker. Consistent with our hypothesis, treatment with LY411575 caused a prominent increase in the number of myelinated axons (Fig. 5a–c). Furthermore, LY411575 treatment prevented the decrease of Krox20 expression in primary SCs expressing let-7-TuD (Fig. 5d). In addition, delivery of lentiviral particles expressing dominant-negative mastermind-like protein (dnMAML)^21^, inhibitory to Notch signalling, into PN3 Lin28 tg SN led to an increased number of myelinated axons (Fig. 5e–g). This increase was linked to elevated Krox20 levels in dnMAML-infected cells sorted from dnMAML-injected Lin28 tg SN (Fig. 5h). To examine if Notch1 levels are dependent on let-7, we analysed Notch1 expression in differentiated cells of the SC precursor line SpL201, 48 h after transfection with Lin28 or treatment with anti-let-7 antagomirs. Both conditions led to increased Notch1 levels compared with controls (Fig. 5i). These combined results concord with our *in vivo* observations, and suggest that let-7 isoforms positively affect Krox20 expression by downregulating Notch1 expression. To address if this regulation occurs directly through let-7 binding, we searched for predicted let-7 seed matches in the Notch1 3′-UTR. *In silico* analysis revealed multiple conserved seed matches (Fig. 5j,k; Supplementary Data 1). To biochemically validate these seed matches as *bona fide* let-7 target sites, the Notch1 3′-UTR was cloned into a luciferase reporter construct and luciferase activity was assayed in the presence or absence of let-7 mimics after transfection of primary SCs. Let-7 mimics caused decreased luciferase activity compared with scrambled controls or the empty vector (Fig. 5l,m). We conclude that let-7 isoforms promote Krox20 expression at least partly via targeting the Notch1 3′-UTR and suppression of Notch signalling in SCs (Fig. 5n).

## Discussion

In our studies, we have discovered a physiologically critical function of the Lin28/let-7 pathway during terminal cell differentiation. First, we identified let-7 isoforms as a major class of regulatory miRNAs that promote PNS myelination. Through targeting and reducing Notch signalling, let-7 miRNAs inhibit a central pathway opposing myelination. Second, we found that Lin28B is a negative regulator of PNS myelination. Since Lin28B repression is necessary to enable let-7 biogenesis, we propose a model in which Lin28B repression and concomitant let-7 induction drives myelination through inhibition of the Notch pathway.

Our data show that Lin28B is developmentally repressed prior to the onset of myelination and that its sustained expression impairs the timely onset of myelination. The decline in Lin28B levels and concomitant induction of let-7 accumulation are in agreement with findings in other cellular systems showing that let-7 miRNAs are associated with more differentiated states, while Lin28 supports the maintenance of undifferentiated states^3^. Lin28B is itself a target of let-7 and this may partially explain the reduction of Lin28B expression during early SC development. Furthermore, Sox2 is an important regulator of glial lineage identity and is repressed prior to myelination^22^,^23^. Since Sox2 promotes Lin28 expression in embryonic stem cells (ESCs) and neural progenitors^24^,^25^, Sox2 reduction might also contribute to the reduced Lin28B expression during SC lineage progression. In ESCs, Lin28 is part of the Sox2-Nanog-Oct4-Tcf3 network, which maintains ESCs in their pluripotent state while priming them for rapid let-7-mediated differentiation^25^. Whether a related concept applies to the regulation of nerve-associated SC precursors that can still give rise to multiple non-SC types, including skin melanocytes, odontoblasts and parasympathetic neurons, remains to be elucidated^26^,^27^,^28^,^29^.

Sustained Lin28B expression caused a major arrest of the axon-SC unit at the pro-myelinating stage. The severity of the phenotype indicates a function of Lin28B as a negative regulator of PNS myelination, consistent with established criteria^30^. These include expression before myelination and inactivation upon myelination. Furthermore, Lin28B opposes signals promoting myelination by negatively affecting let-7-mediated Notch pathway repression.

With the identification of the promoting function of let-7 in myelination, we follow up on findings demonstrating that global loss of Dicer-mediated miRNA biogenesis in SCs impairs myelination, in particular myelination onset^5^,^6^,^7^,^8^. The similarities between Lin28 tg and Dicer KO support the contribution of common regulatory mechanisms to this defect. Our data indicate that these mechanisms involve the loss of let-7 isoforms and the consequent ectopic expression of their targets. Furthermore, we have shown that let-7 miRNAs are necessary for myelination in DRG explants and that myelination deficits in Lin28 tg can be improved by Lin28-resistant let-7. Nevertheless, we do not exclude a contribution of let-7-independent functions of Lin28B in its role as a negative regulator of myelination. Additional analyses using inducible systems to alter Dicer or Lin28 expression, specifically at later developmental stages and in the adult, will shed further light on this issue and the potential role of other miRNA regulatory pathways. In fact, the defect of Lin28 tg and Dicer KO at the onset of myelination precludes the detailed analysis of possible regulatory functions of miRNAs at later stages of myelination and in myelin maintenance. Our expression analysis revealed, however, several miRNA species besides let-7 isoforms that are abundant at different stages and thus provides a valuable resource for future studies aimed at the investigation of additional physiological miRNA functions in myelin biology.

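Besides let-7, the miRNA with the highest level changed with the stage. miR-10b-5p, encoded within the Hoxd cluster, led at ED17.5 with 113914 ± 258 r.p.m. (SD, n = 2 mice) and at PN1 with 86850. miR-27b-3p led at PN4, at PN10 with 76248 ± 1462 and at PN60 with 90246 ± 23788, and miR-22-3p led at PN30 with 68280 ± 1696. The 10 most abundant miRNAs of each age took 58.3 to 66% of the miRNA reads.
miR-338-3p, a miRNA of myelinating glia that lies in an intron of Aatk on chromosome 11 of mm9 (119876096 to 119876116), rose from 1363 ± 317 r.p.m. at ED17.5 to 11995 ± 1286 at PN10, a log2 fold change of 3.27 (standard error 0.20, adjusted p = 1.0e-07 from edgeR's quasi-likelihood test), and to 19964 ± 3611 at PN60. A list labelled glial beforehand holds 14 arms of miR-23, miR-27, miR-138, miR-204, miR-219a and miR-338, and whether they are particular to glia was not tested. Of these arms, 10 rose and 1 fell between ED17.5 and PN10 (10 higher and 1 lower when adjusted over the list alone, median log2 fold change 1.20, camera adjusted p = 0.0014, adjusted p = 0.45 with an estimated correlation). miR-138-5p, one of them, rose from 487 to 2449 r.p.m. (log2 fold change 2.46). miR-195a-5p and miR-497-5p, encoded next to each other on chromosome 11, rose with log2 fold changes of 3.90 and 2.97, and miR-34a-5p, a target of p53, with 3.11. miR-146b-5p, known for its part in inflammatory signalling, had a level of 1168 ± 9.18 r.p.m. at ED17.5, 22259 ± 3135 at PN4, 13970 ± 1640 at PN10, 2375 ± 51.2 at PN30 and 2622 ± 2314 at PN60. Its rise to PN10 had a log2 fold change of 3.70 (standard error 0.76, adjusted p = 0.0013 from edgeR), and its later fall, −2.16, did not pass the test without PN10 replicate 2 or without PN60 replicate 2. The largest falls between ED17.5 and PN10 among miRNAs of at least 100 r.p.m. were those of miR-130b-5p (−3.87), miR-615-3p (−2.68), miR-335-3p (−2.63) and miR-130b-3p (−2.45).
The 3 members of the miR-29 family, which targets collagen mRNAs, rose in both comparisons (3 of 3 when adjusted over the list alone, PN10 against ED17.5, camera adjusted p = 0.019, PN60 against PN10, 7.7e-04, adjusted p = 0.38 with an estimated correlation in both). miR-29a-3p rose from 81.2 ± 6.12 r.p.m. at PN10 to 1704 ± 261 at PN60, a log2 fold change of 4.72 (standard error 0.20, adjusted p = 4.5e-09 from edgeR). Of 66 miRNAs of the imprinted Dlk1-Dio3 cluster on chromosome 12, 38 fell and 3 rose between ED17.5 and PN10 (38 and 3 when adjusted over the list alone, camera adjusted p = 3.1e-05, adjusted p = 0.45 with an estimated correlation). Between PN10 and PN60, 43 fell and 1 rose (45 and 1 when adjusted over the list alone, camera adjusted p = 1.5e-12, adjusted p = 0.38 with an estimated correlation). miR-431-5p of this cluster went from 667 to 58.2 r.p.m., and the cluster's share of miRNA reads was 13.7% ± 0.508 at ED17.5 and 3.32% ± 0.389 at PN60. Of 22 arms of the miR-17-92 cluster and its paralogues, which are linked to proliferating cells, 8 fell and 1 rose up to PN10, and 12 fell between PN10 and PN60 (the same numbers when adjusted over the list alone, camera adjusted p = 0.24 and 0.0014, adjusted p = 0.85 and 0.45 with an estimated correlation). Members of lists for other cell types moved as well. In the blood and immune list, with 4 higher and 4 lower of 10 up to PN10, miR-486-5p was at 1114 r.p.m. at ED17.5, 265 at PN10 and 668 at PN60, and in the muscle list miR-133a-3p was at 87.7, 29 and 131.

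**Figure D2:**
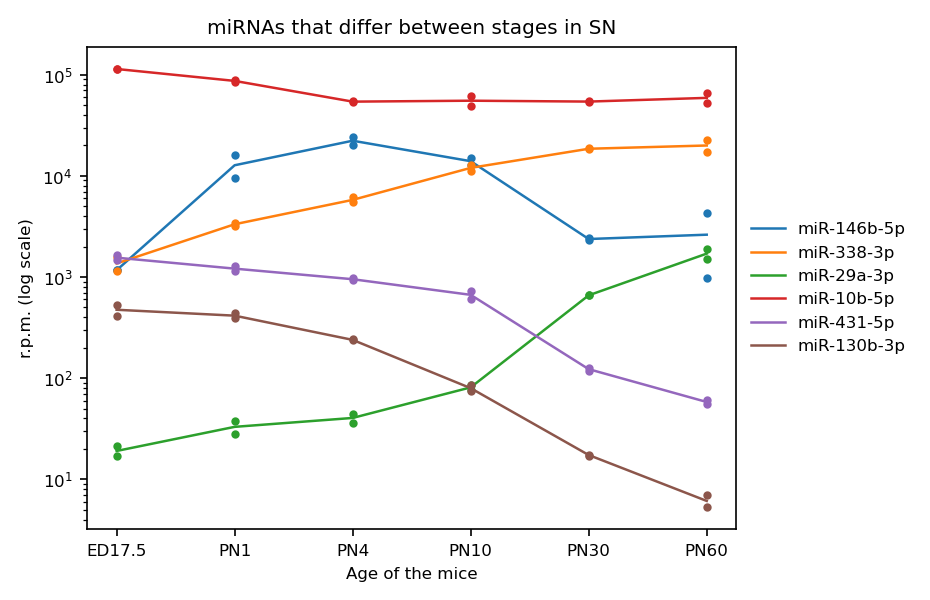
Mean levels in r.p.m. by age in SN on a log axis, with points for the 2 libraries per age, for miRNAs with different courses. miR-338-3p reaches 19964 and miR-29a-3p 1704 at PN60, and miR-146b-5p is highest at PN4 with 22259.

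Across all ages, 365 of 465 miRNAs differed by edgeR's test, with 111 higher and 144 lower at PN10 than at ED17.5, and 110 higher and 120 lower at PN60 than at PN10. These splits moved with the scaling. With library size as the only scaling, the median of all miRNAs shifted by −0.29 and −0.37 on the log2 scale in these comparisons and the splits were 78 to 187 and 67 to 169. With upper-quartile factors and in DESeq2, the median at PN10 against ED17.5 shifted by 0.28 and 0.16 and the split was 137 to 114 and 116 to 108. The number of miRNAs higher at PN60 than PN10 fell to 64 and 46 without PN10 replicate 1 and 2, and to 72 and 49 without PN60 replicate 1 and 2, and the number of miRNAs lower at PN10 than ED17.5 fell to 92 without PN10 replicate 2.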

Our studies revealed that targeting and downregulation of Notch signalling by let-7 contributes to the onset of myelination, based on the fact that Notch1 is known to prevent the timely onset of myelination by opposing Krox20 activation. Given the involvement of Notch signalling in many other aspects of metazoan development and disease, these findings warrant further studies of the relationship between Notch signalling and the antagonizing role of let-7 in other systems. Likewise, functions of the Lin28/let-7 regulatory axis during remyelination, after injury^31^ or in demyelinating diseases, also merit further investigations, particularly in the prospect of exploring novel therapeutic approaches for demyelinating diseases.

## Methods

### Animals

Mice (*Mus musculus*) heterozygous for the *Lin28b* transgene were crossed with transgenic mice expressing Cre recombinase under *dhh* regulatory elements (*Dhh*^*Cre*^) to obtain mice expressing Lin28B specifically in SCs. Ablation of Dicer was obtained by crossing homozygous *Dicer1*^loxP/loxP^(ref. 32) with *Dhh*^*Cre*^ mice heterozygous for the *Dicer1*^loxP/loxP^ allele. Animals from both genders were used throughout experiments at the ages of embryonic day (ED)13.5, ED17.5, PN1, PN4, PN5, PN6, PN10, PN14, PN30 and PN60. Lin28 tg mice were backcrossed for at least 6 generations, *Dicer1*^loxP/loxP^ mice for at least 7 generations and *Dhh*^*Cre*^ mice for >10 generations, to C57BL6. Transgenic animals were identified by genomic PCR. Animal use was approved by the veterinary office of the Canton of Zurich.

### Cell culture

Primary rat SCs were obtained from PN2 to PN3 rat SN as described and grown in DMEM containing 10% FBS (Life Technologies), 1:500 penicillin/streptomycin (Life Technologies), 4 μg ml^−1^ bovine pituitary extract (Life Technologies) and 2 μM Forskolin (Sigma) at 37 °C/5% CO_2_ on cell culture dishes coated with poly-D-lysine (Sigma)^33^. Differentiation was induced after 18 h incubation in DMEM containing 1 × N2 supplement (Life Technologies) by addition of 25 ng ml^−1^ Nrg1 (human heregulin beta1, Peprotech). When dissociated cultures were used >98% of them were SCs.

Mycoplasm-free SpL201 cells were grown in DMEM containing 10% FBS and 10 ng ml^−1^ EGF (Peprotech)^34^. For differentiation, medium was changed to DMEM containing 10% FBS and 20 μM Forskolin.

### DRG explant cultures

DRGs from ED13.5 embryos were prepared^35^. In brief, DRGs were extracted and dissociated. Cultures were seeded at a density of 3 DRGs per well and grown in NB media for 11 days. To induce myelination, NB media was exchanged by C media containing 50 μg ml^−1^ ascorbic acid and cultures were kept in that media for another 7 days. Antagomirs were added 3 days before induction of myelination.

### Constructs and nucleotides

To generate pmirGLO-Notch1-UTR, the 3′-UTR of Notch1 was amplified by PCR from genomic DNA and ligated into pmirGLO (Promega). For expression of let-7-TuD, the let-7f-TuD-forward and let-7f-TuD-reverse DNA oligonucleotides (Supplementary Table 1) were annealed and cloned into pSicoR-Δ3'-loxP (modified version of pSicoR with deleted 3'-loxP site). Lin28 expression vector was acquired from Addgene (Addgene plasmid 26358)ref. 36.

Scrambled control and let-7f antagomir (Supplementary Table 1) were cholesterol-conjugated and had the same terminal phosphothioate and 2-*O*-methyl modifications as described in Krutzfeldt *et al*.^13^, and were used at a final concentration of 5 μg ml^−1^. As mimics, hsa-let-7f-5p and control miRIDIAN mimics (Thermo) were used at a final concentration of 10 nM.

### Deep sequencing

For small RNA sequencing, RNA from SN of ED17.5, PN1, PN4, PN10, PN30 and PN60 C57BL6 animals (two biological samples from independent mice for each time point) was extracted with Qiazol (Qiagen) according to the manufacturer's instructions. In addition, RNA from rat SCs (one culture) differentiated for 56 h with dibutyryl-cAMP (Sigma) and from PN4 Dicer KO (two biological samples from independent mice) was included to account for which miRNAs are SC-derived and which are not. 

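miR-27b-3p had the largest drop in level without Dicer in SCs, from 61152 ± 3918 r.p.m. in wild-type SN at PN4 to 18904 ± 8595 in Dicer KO (SD, n = 2 mice each; log2 fold change −1.37, standard error 0.25, adjusted p = 8.7e-04 from edgeR's quasi-likelihood test), and it was at 61854 r.p.m. in rat SCs. Among the 14 arms of the list labelled glial, 11 were lower in Dicer KO and none was higher (12 lower when adjusted over the list alone, median log2 fold change −1.32, camera adjusted p = 6.7e-05, adjusted p = 0.39 with an estimated correlation). miR-138-5p (−1.58, and 14.4 r.p.m. in rat SCs), miR-204-5p (−1.50, 1031 r.p.m.) and miR-338-3p (−1.27, 2405 r.p.m.) were among them, as was miR-27b-3p. Of the 22 arms of the miR-17-92 cluster and its paralogues, 16 were lower and none was higher (16 when adjusted over the list alone, camera adjusted p = 1.1e-06, adjusted p = 0.38 with an estimated correlation). miR-146b-5p, in an intron of Tmem180 on chromosome 19 of mm9 (46417280 to 46417303), was at 20042 and 24475 r.p.m. in the wild-type PN4 libraries, 5693 and 735 in the Dicer KO libraries and 15992 in rat SCs. Its log2 fold change of −2.49 (standard error 0.73, adjusted p = 0.011 from edgeR) no longer passed the test when only these 4 mouse libraries were fitted.
Higher in Dicer KO were 58 of the 66 miRNAs of the Dlk1-Dio3 cluster, and none was lower (58 when adjusted over the list alone, median log2 fold change 1.03, camera adjusted p = 2.5e-14, adjusted p = 0.38 with an estimated correlation). The cluster took 10.7% ± 0.0741 of miRNA reads in wild-type PN4 SN, 23.2% ± 3.13 in Dicer KO and 0.0654% in rat SCs. Its most abundant named member, miR-127-3p, was at 26166 r.p.m. in wild-type, 45223 in Dicer KO and 178 in rat SCs (0.028% of miRNA reads, exact 95% interval 0.0262 to 0.0299%, counting error only). Reads of 10 to 19 nt took 21.7 and 19.9% of all reads in the Dicer KO libraries and 12.7 and 13.1% in the wild-type PN4 libraries. All 8 arms of mesenchymal and smooth muscle miRNAs were higher (8 when adjusted over the list alone, median 1.48, camera adjusted p = 0.0012, adjusted p = 0.38 with an estimated correlation), among them miR-214-3p with 1.88 and miR-143-3p with 1.42 (5760 to 12317 r.p.m., and 90.7 in rat SCs). Of 10 blood and immune arms, 8 were higher (9 when adjusted over the list alone, median 1.27, camera adjusted p = 0.0062, adjusted p = 0.38 with an estimated correlation), such as miR-486-5p with 1.23. Both endothelial arms (camera adjusted p = 0.19) and both epithelial arms (0.4) were higher. The neuronal list had 4 higher and 2 lower of 11 (0.88), the muscle list none of 2 past edgeR's test (0.84), the miR-29 family 2 higher and 1 lower of 3 (0.84), the miR-30 family 2 lower of 5 (0.065) and the miR-181 family 3 lower of 4 (0.15), with the camera adjusted p in parentheses. Reads of miR-30a-5p of 20 nt end outside the counted range. They made up 14.2% of its reads in wild-type PN4 and 30.3% in Dicer KO, so its counted level leaves out more in Dicer KO.

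**Figure D3:**
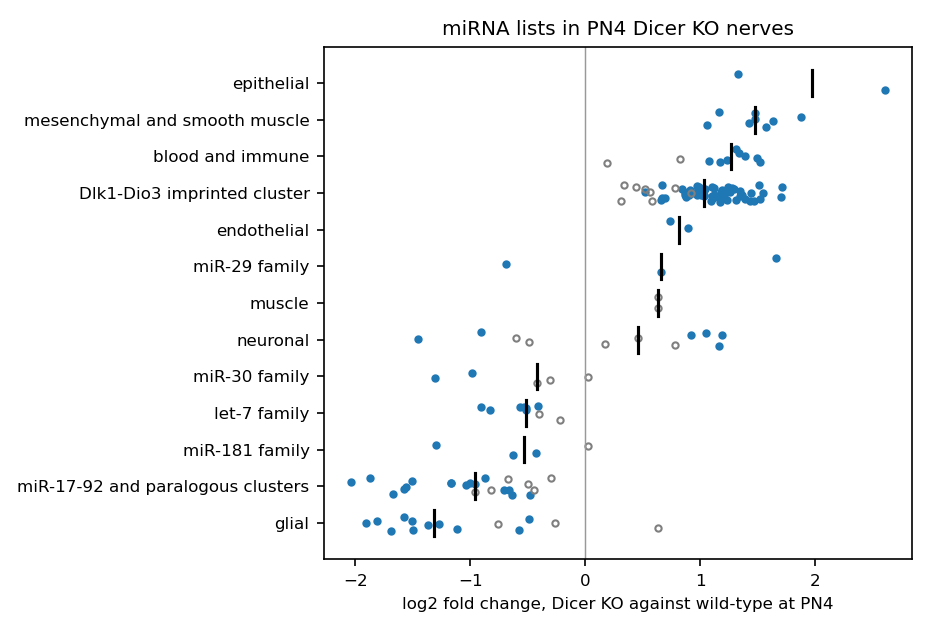
Log2 fold change of each miRNA of the listed groups, Dicer KO against wild-type SN at PN4, with 1 point per miRNA (filled where it passed edgeR's test, open where not) and a line at each group's median. The median is 1.03 for the Dlk1-Dio3 cluster and −1.32 for the list labelled glial.

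Of 56 miRNAs under 1 r.p.m. in rat SCs and of at least 10 r.p.m. in wild-type PN4 SN, 36 were higher and 9 lower in Dicer KO, with a median log2 fold change of 0.92. Of 100 miRNAs of at least 100 r.p.m. in rat SCs and of at least 10 r.p.m. in wild-type PN4 SN, 14 were higher and 54 lower, with a median of −0.48. The most abundant miRNA in rat SCs was miR-22-3p with 13.6% of miRNA reads (exact 95% interval 13.5 to 13.6%), followed by miR-21a-5p with 10.1%. In all, 165 miRNAs were higher and 112 lower in Dicer KO by edgeR's test, which compares shares of the miRNA reads and not amounts per nerve. The number of miRNAs lower in Dicer KO than wild-type at PN4 fell to 71 without wild-type PN4 replicate 2 and to 62 without Dicer KO replicate 2, and the number of miRNAs higher in Dicer KO than wild-type at PN4 fell to 106 without Dicer KO replicate 2.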

Library preparation and sequencing was performed with Fasteris SA. Briefly, after RNA quality assessment with a Bioanalyzer 2100 (Agilent), the fraction of 15–35 nt was purified using gel electrophoresis and linked to Illumina TruSeq adapters. For multiplexing, barcodes were introduced during PCR amplification. Sequencing was performed using the Illumina HiSeq 2000 platform with a read length of 50 bp. The ncPRO pipeline was used to map the reads against the mouse genome (version mm9) and the rat genome (version rn4) ref. 37. We used Bowtie with default options (but -m 5000 and -e 50). The miRNA quantities were normalized by the number of mapped reads from the corresponding library and then multiplied by 1,000,000 to obtain the unit in reads per million (r.p.m.). The R software package DESeq R (Version 1.14.0) (ref. 38) was used to assess the statistical significance of differences in gene expression. Genes showing altered expression with adjusted *P*-value of <0.05 (Benjamini and Hochberg method) were considered as differentially expressed. Complete sequencing data are deposited in NCBI GEO database (GSE64562).

For RNA sequencing, total RNA from SN of PN1 Lin28 tg, Dicer KO and controls (three mice per condition, analysed individually) was extracted using Qiazol (Qiagen) according to the manufacturer's instructions. Library preparation, sequencing and mapping of reads was performed at the Functional Genomics Centre in Zurich (FGCZ). The quality of isolated RNA was determined with a Bioanalyzer 2100 (Agilent). Only those samples with a 260 nm/280 nm ratio between 1.8–2.1 and a 28S/18S ratio within 1.5–2 were further processed. The TruSeq RNA Sample Prep Kit v2 (Illumina) was used in the succeeding steps. Briefly, total RNA samples (100–1,000 ng) were depleted of ribosomal RNA using Ribo Zero Gold (Epicentre) and then reverse transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired and polyadenylated before ligation of TruSeq adapters containing the index for multiplexing fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit (1.0) Fluorometer and the Caliper GX LabChip GX (Caliper Life Sciences). The product is a smear with an average fragment size of ∼260 bp. The libraries were normalized to 10 nM in Tris-HCl 10 mM (pH 8.5) with 0.1% Tween 20. The TruSeq PE Cluster Kit v3-cBot-HS or TruSeq SR Cluster Kit v3-cBot-HS (Illumina) was used for cluster generation using 10 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 2000 paired end at 2 × 101 bp using the TruSeq SBS Kit v3-HS (Illumina). *In silico*, the obtained raw reads were first cleaned by removing adapter sequences and trimming the low-quality ends. Sequence alignment of the resulting high-quality reads to the mouse reference genome (build mm10) and quantification of gene level expression was carried out using RSEM (version 1.2.12) (ref. 39). The R software package from Bioconductor, DESeq2 (version 1.4.5) (ref. 38), was used to assess the statistical significance of differences in gene expression. Genes showing altered expression with adjusted *P*-value<0.05 (Benjamini and Hochberg method) were considered as differentially expressed. Complete sequencing data are deposited in NCBI GEO database (GSE64562).

### Electron microscopy

Mice were killed with a single injection of Pentobarbital (150 mg kg^−1^ intraperitoneally). Tissue was subsequently fixed with 3% glutardialdehyde and 4% paraformaldehyde in 0.1 M phosphate buffer. The tissue was further treated with 2% osmium tetroxide (EMS), dehydrated over a series of acetone gradients and embedded in Spurrs resin (EMS). Semithin sections were stained with a 1% toluidine blue solution for light microscope analysis. Ultrathin sections (65 nm) were imaged with a FEI Morgagni 268 TEM for high-resolution micrographs. Additional sections (99 nm) were used to perform morphological quantifications. The sections were collected on ITO coverslips (Optics Balzers) and the entire surface of the nerve section was imaged and analysed with either a Zeiss Gemini Leo 1530 FEG or Zeiss Merlin FEG scanning electron microscopes attached to ATLAS modules (Zeiss), which allows imaging of large areas at high resolution.

### Flow cytometry

Mice infected with a lentiviral vector expressing dnMAML, a GFP fusion protein, were killed 72 h post virus injection. Briefly, after removal of the perineurium, SN were digested for 70 min in 4 mg ml^−1^ collagenase (Sigma), 1.2 mg ml^−1^ hyaluronidase (Sigma) and 0.3 mg ml^−1^ trypsin inhibitor (Sigma) in 25 mM HEPES in MEM (Life Technologies). GFP^+^ and GFP^−^ cells were sorted using a FACSAria III (BD Biosciences).

### Generation of lentivirus and *in vivo* injections

Lentivirus was produced by transfecting HEK293T cells with each lentiviral construct together with the packaging vectors psPAX2 and pMD2.G using Lipofectamine 2000 (Life Technologies) according to the instructions of the manufacturer. The supernatant was collected 72 h after transfection and frozen in liquid nitrogen. Concentration of lentivirus and delivery of lentivirus to the SN was performed as previously described^40^. Treatment with the Notch signalling (γ-secretase) inhibitor LY411575 (Sigma) was performed through injections beneath the *gluteus superficialis* and *biceps femoris* muscles. Animals were injected on 2 consecutive days at PN3 and PN4 with 0.335 mg kg^−1^ per day of LY411575 diluted in a mixture of 10% DMSO and 45% 2-hydroxypropyl-β-cyclodextrin in PBS.

### Immunoblots

After removal of the perineurium, SNs were homogenized in microcentrifugation tubes (Eppendorf) using chilled pestles (Argos Technologies) in lysis buffer (2% SDS, 10 mM NaCl, 25 mM Tris-HCl pH 7.4, proteinase inhibitor cocktail (Sigma), phosphatase inhibitor (Roche)). Lysates were supplemented with sample buffer (6.2 mM Tris, 1% β-mercaptoethanol, 2% glycerol) and further processed using standard SDS-PAGE and western blot methods. The following antibodies were used: Notch1 (MAB5352, Millipore, 1:1,000), HES1 (ab71559, Abcam, 1:1,000), EGR2 (13491-1-AP, Proteintech, 1:1,000), E-cadherin (ALX-804-202-C100, Enzo, 1:1,000), HMGA2 (#8179, Cell Signalling, 1:1,000), β-actin (A5316, Sigma, 1:5,000), MBP (MCA409s, Serotec, 1:1,000). Secondary antibodies were obtained from Jackson and Promega. Signal detection was carried out using Fusion FX7 (Vilber Lourmat) and band intensities were quantified using Quantity One software (Biorad). Uncropped blots are shown in Supplementary Fig. 5. Size markers refer to All Blue Precision Protein Standards (Biorad).

### Immunofluorescence

Cells and explant cultures were fixed with 4% PFA for 10 min and with methanol at −20 °C for 20 min. After washing with PBS, samples were incubated in 5% NGS (Life Technologies) and 0.2% Triton-X-100 in PBS (blocking buffer) for 1 h. Primary and secondary antibodies were diluted in blocking buffer and incubated overnight (primary antibodies) and for 1 h (secondary antibodies). As primary antibodies, mouse-anti Neurofilament 160 (N5264, 1:200, Sigma) and rat-anti MBP (MCA409s, Serotec, 1:200) were used. Secondary antibodies were Alexa-Fluor-Dye-coupled, obtained from Life Technologies. Nuclei were stained by incubation with 0.1 ng ml^−1^ DAPI (Sigma) in PBS for 10 min.

### Image analysis

For quantifications of myelination of DRG explants, 10 random images were taken at × 10 magnification for each condition and the area of MBP and NF immunoreactivities was analysed using the CellProfiler software. Briefly, for each channel the background was subtracted resulting in binary images. At first the illumination was separately corrected for all images of each channel. Large objects like neuron cell bodies were excluded during this step. For each condition, the ratio of MBP-positive area divided by NF-positive area was calculated.

### *In silico* resources

Seed matches of let-7 were predicted using miRWalk, TargetScan and RNAhybrid^41^,^42^,^43^. Level of conservation was manually checked for each seed match using the conservation track in the UCSC genome browser. Pathway analysis was performed using Metacore (Thomson Reuters).

### Luciferase assays

Luciferase assays were performed with the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instructions. Primary rat SCs were transfected with miRNA mimics, pmirGLO (Promega) or pmirGLO-Notch1-3-UTR 48 h before the assay.

### Reverse transcription and real-time PCR

Total RNA was extracted from homogenized SN previously separated from the perineurium, or cells, using Qiazol (Qiagen). For Taqman miRNA assays, 2–5 ng total RNA was used for reverse transcription. For total cDNA, 50 to 100 ng total RNA was reverse transcribed using the Maxima First Strand cDNA Synthesis Kit (Thermo). Products of reverse transcription were diluted 1:10 in ddH_2_O and 2 μl was used for real-time PCR using 2 × FastStart Essential DNA Green Master Mix (Roche). Analysis was carried out with at least three technical replicates per sample. Primer sequences can be found in Supplementary Table 1. If no amplicons appeared before 40 cycles, the expression was judged as not detectable.

### Statistics statement

Statistical analysis was performed using Graphpad Prism 6 or Microsoft Excel. The two-sided two-sample Student's *t*-test (assuming equal variances) was chosen to determine statistical significance between two groups and was applied unless stated otherwise. Due to the small sample sizes (*n*<5 for most *t*-tests), assumptions of how well normality and equal variances fit the data could not be reliably assessed. Non-parametric tests such as the Wilcoxon rank-sum test were not used because of too low power. For data sets with values very close to zero in one of the compared groups, statistical significance was confirmed after natural logarithmic transformation: Fig. 2f (*P*<0.0001), Fig. 3g (*P*=0.036), Supplementary Fig. 1d (*P*<0.0001), Supplementary Fig. 1e (*P*<0.0001), Supplementary Fig. 3e (*P*<0.0001), Supplementary Fig. 3f (*P*<0.0001), Supplementary Fig. 4i (*P*=0.009). Detailed information about error bars and sample sizes are included in all figure legends and further specifications can be found in the Methods section. Sample size was not predetermined by statistical methods. Randomization was not applied unless stated otherwise. The investigators were not blinded to group allocation during the experiments because mutant animals display obvious behavioural and morphological impairments. No samples or data were excluded from the analysis.

## Additional information

**Accession codes:** Complete sequencing data are deposited in NCBI GEO database (GSE64562).

**How to cite this article:** Gökbuget, D. *et al*. The Lin28/let-7 axis is critical for myelination in the peripheral nervous system. *Nat. Commun.* 6:8584 doi: 10.1038/ncomms9584 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1–5 and Supplementary Table 1

Supplementary Data 1 Predicted interactions of let-7 with the Notch1 3'-UTR using RNAhybrid.

## Figures and Tables

**Figure 1:**
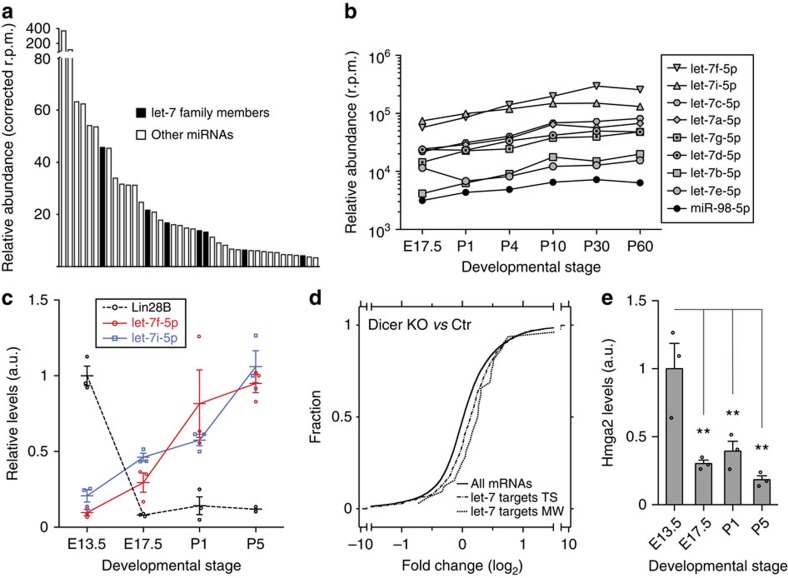
Let-7 miRNAs are highly expressed during myelination and inversely correlated to Lin28B expression. (**a**) Forty most abundant miRNAs in the SN of wild-type mice at PN4 corrected for values in SN of PN4 mice with SC-specific deletion of Dicer (Dicer KO; see the Methods section). (**b**) Mean levels of abundant let-7 isoforms and the Lin28-dependent miR-98-5p at embryonic day (ED) 17.5, PN1, PN4, PN10, PN30 and PN60 in SN of wild-type mice in reads per million (r.p.m.). (**c**) Levels of Lin28B mRNA and of mature let-7f-5p and let-7i-5p during SN development in wild-type mice, normalized to GAPDH mRNA for Lin28B and to snoRNA-202 for let-7 miRNAs (*n*=3 mice per time point). (**d**) Cumulative distribution of differential expression of all expressed mRNAs and let-7 targets, predicted with TargetScan (TS) or miRWalk (MW), in Dicer KO versus control SN at PN1. The rightward shifts in the curves for targets indicate enrichment compared with all expressed mRNAs. (**e**) Hmga2 mRNA levels during wild-type mouse SN development (*n*=3 mice per time point). Error bars: s.e.m. (**c**,**e**). One-way ANOVA with Dunnett's multiple comparison test **P<0.01 (**e**).

**Figure 2:**
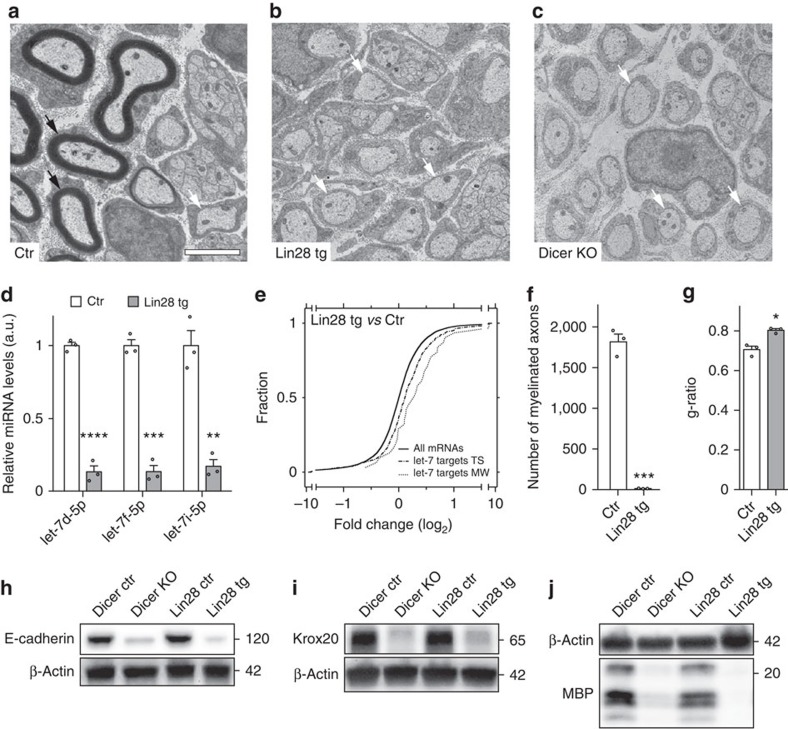
Sustained expression of Lin28B in SCs causes impaired onset of myelination. (**a**–**c**) Electron micrographs of SN of Ctr, Lin28 tg and Dicer KO at PN5. Examples of myelinated axons (black arrows) and 1:1 SC-axon relations (white arrows) are highlighted. (**d**) Levels of mature let-7f-5p, let-7i-5p and let-7d-5p in SN of Ctr and Lin28 tg at PN14, normalized to snoRNA-202 (*n*=3 mice per condition). (**e**) Cumulative distribution of differential expression of all expressed mRNAs and let-7 targets, predicted with TargetScan (TS) or miRWalk (MW), in Lin28 tg versus control SN at PN1. The rightward shifts in the curves for targets indicate enrichment compared with all expressed mRNAs. (**f**,**g**) Quantification of myelinated axons per cross-sections (**f**) and g-ratios (ratio of the inner axonal diameter to the total outer nerve fibre diameter) (**g**), determined on SN electron micrographs at PN5 (*n*=3 mice per condition). (**h**–**j**) Immunoblots of E-cadherin (**h**), Krox20 (**i**), MBP (**j**) and β-actin as loading control, from PN5 SN of Lin28 tg, Dicer KO and their respective controls. Numbers refer to estimated apparent molecular weights (kDa), except for MBP where the location of the 20 kDa size marker band is indicated. For quantifications, see Supplementary Fig. 3a–f. Scale bar, 2 μm (**a**–**c**). Error bars: s.e.m. Two-sided two-sample Student's *t*-test *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (**d**,**f**,**g**).

**Figure 3:**
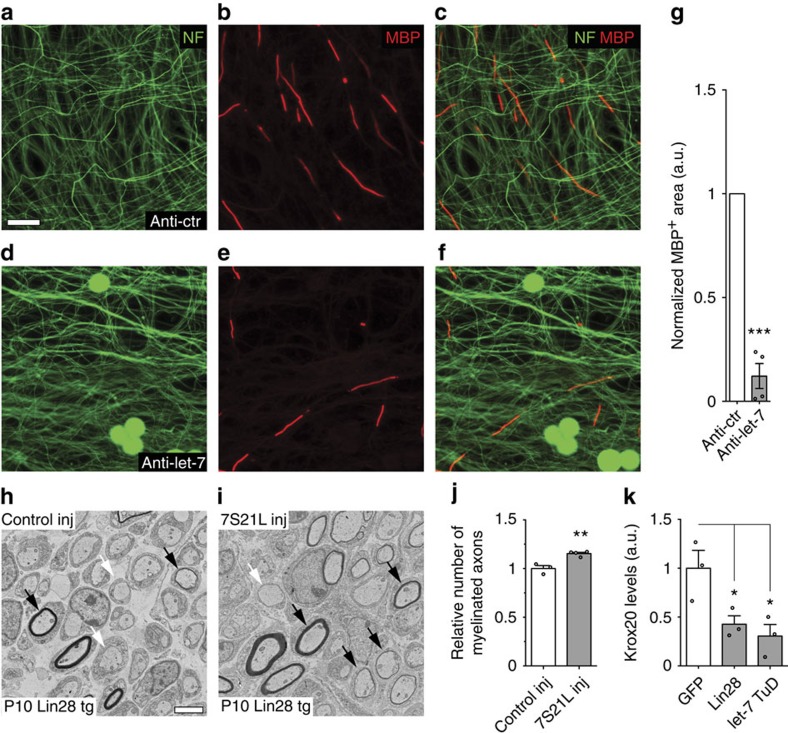
Lin28B-dependent let-7 miRNAs are necessary for myelination and appropriate Krox20 expression. (**a**–**f**) Immunostainings for neurofilament (NF; green) and MBP (red) of dissociated wild-type DRG explants treated with Anti-let-7 or control antagomir (Anti-ctr), prior to induction of myelination. (**g**) Quantification of MBP-positive area normalized to the NF-positive area (*n*=4 embryos). For individual embryonal cultures, Anti-ctr values were set to 1.(**h**,**i**) Electron micrographs of SN of Lin28 tg mice at PN10, injected with lentivirus expressing let-7S21L (7S21L inj) or control virus (Control inj) at PN3. Examples of myelinated axons (black arrows) and axons at the pro-myelinating stage (white arrows) are highlighted. (**j**) Quantification of the number of myelinated axons in let-7S21L (*n*=4 mice) or control injected (*n*=3 mice) SN, normalized to the number in the respective contralateral nerve. (**k**) Levels of Krox20 mRNA in primary SCs, induced for 1 h with Nrg1 48 h after transfection with Lin28, let-7 TuD or GFP-expressing vector. Primary SCs were grown and three randomly selected individual cultures per condition derived, individually processed and analysed. Two such sets of experiments were performed and the results of a representative one are shown. Scale bars equal 50 μm (**a**–**f**) and 3 μm (**h**,**i**); two-sided two-sample Student's *t*-test **P<0.01, ***P<0.001 (**g**,**j**). One-way ANOVA with Dunnett's multiple comparison test *P<0.05 (**k**). Error bars: s.e.m. (**g**,**j**,**k**).

**Figure 4:**
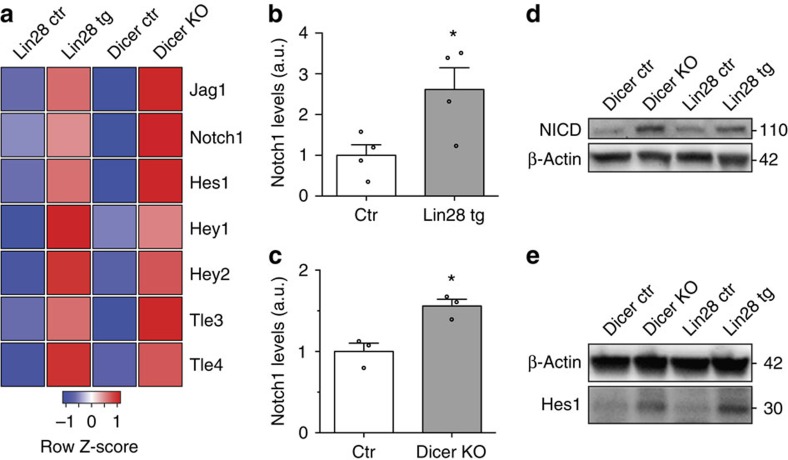
The myelination-inhibiting Notch pathway is hyperactive in Lin28 tg and Dicer KO. (**a**) Heatmap representation of significantly (*P*<0.05) regulated Notch pathway members in sequencing data from PN1 Lin28 tg and Dicer KO versus control SN (*n*=3 mice per condition). Colour intensities represent the Z-score for each row, red indicating higher expression and blue indicating lower expression. (**b**,**c**) Levels of Notch1 mRNA in SN of Lin28 tg and respective controls (*n*=4 mice per condition) (**b**) and in Dicer KO and respective controls (*n*=3 mice per condition) (**c**) at PN5. (**d**,**e**) Immunoblots of NICD (**d**), Hes1 (**e**), and β-actin as a loading control, from PN5 SN of Lin28 tg, Dicer KO and their respective controls. Numbers refer to estimated apparent molecular weights (kDa). For quantifications see Supplementary Fig. 3g–j. Error bars: s.e.m. Two-sided two-sample Student's *t*-test *P<0.05 (**b**,**c**).

**Figure 5:**
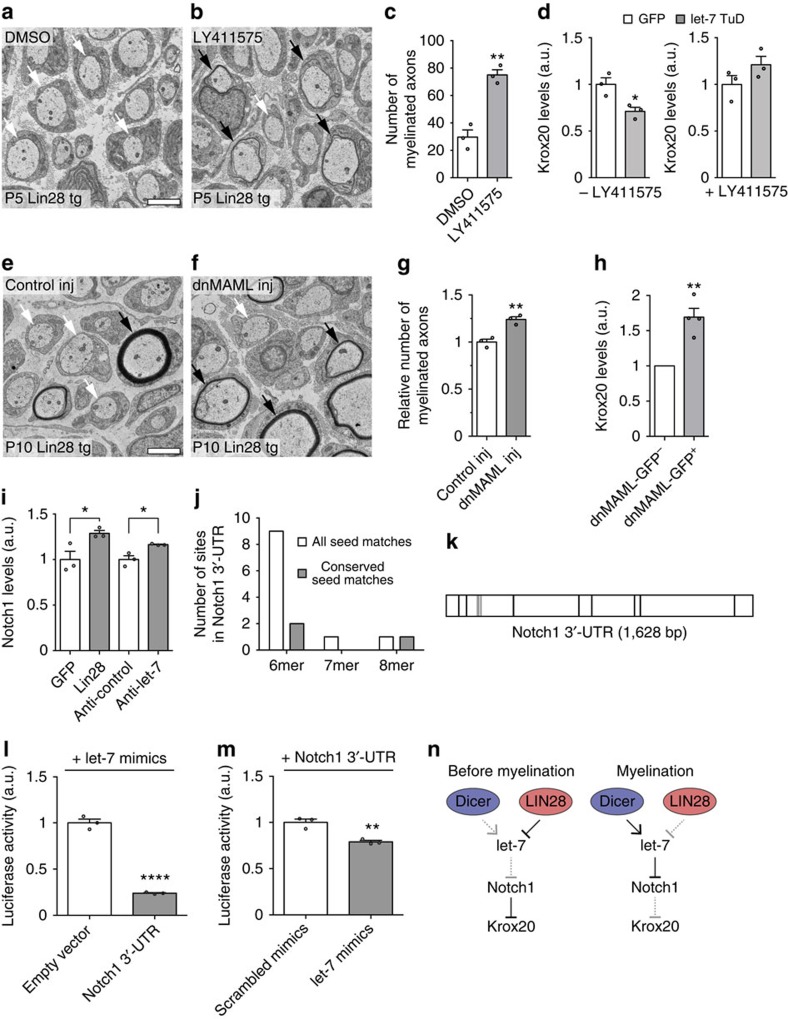
Notch1 suppression by let-7 promotes myelination through Krox20 expression. (**a**,**b**) Electron micrographs of PN5 Lin28 tg SN after injection of Notch signalling inhibitor LY411575 or DMSO solvent at both, PN3 and PN4. (**c**) Quantification of myelinated axons in LY411575- or DMSO-treated Lin28 tg per SN cross-section (*n*=3 mice per condition). (**d**) Krox20 mRNA levels in primary SCs transduced with GFP or let-7 TuD-expressing lentivirus prior to 1 h Nrg1 stimulation, with or without prior application of 10 μM LY411575. Primary SC were grown and three randomly selected individual cultures per condition derived, individually processed and analysed. (**e**,**f**) Electron micrographs of PN10 Lin28 tg SN, injected with lentivirus expressing dnMAML (dnMAML inj) or control virus (control inj) at PN3. (**g**) Quantification of myelinated axons in dnMAML- or control-injected SN, normalized to the respective contralateral nerve (*n*=3 mice per condition). (**h**) Krox20 mRNA levels in dnMAML-GFP-positive versus GFP^−^ cells, sorted 72 h after dnMAML lentivirus delivery to PN3 Lin28 tg SN (*n*=4 mice). (**i**) Notch1 mRNA levels 48 h after transfection of SpL201 cells with GFP or Lin28, or after application of control antagomir (Anti-control) or let-7f antagomir (Anti-let-7; *n*=3 cultures per condition). (**j**,**k**) Predicted let-7 seed interactions (allowing Wobble base pairs and one binding site per region) in Notch1 3′-UTR (**j**). Scheme of predicted seed interactions, conserved indicated in grey (**k**). RNAhybrid-predicted interactions are listed in Supplementary Data 1. (**l**,**m**) Luciferase activity in primary SCs, transfected 48 h before with let-7 mimics or scrambled mimics, and empty pmirGLO or pmirGLO harbouring the Notch1 3′-UTR. Primary SCs were grown and three randomly selected individual cultures per condition derived, individually processed and analysed. Three such sets of experiments were performed and the results of a representative one are shown. (**n**) Model summarizing the role of the Lin28B/let-7 axis in myelination. Solid lines (active mechanisms), dotted lines (inactive mechanisms). Myelinated axons (black arrows), pro-myelinating stage axons (white arrows), scale bars, 2 μm (**a**,**b**,**e**,**f**). Error bars: s.e.m., two-sided two-sample Student's *t*-test *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (**c**,**d**,**g**,**h**,**i**,**l**,**m**).

# Supplementary material for: The Lin28/let-7 axis is critical for myelination in the peripheral nervous system
**Source:** Nat Commun. 2015 Oct 14;6:8584. doi: 10.1038/ncomms9584
**Supplement:** Supplementary Data 1 — Predicted interactions of let-7 with the Notch1 3'-UTR using RNAhybrid.

Supplementary Data 1. Predicted interactions of let-7 with the Notch1 3'-UTR using RNAhybrid.

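The Notch1 3′-UTR of mm9 is 1628 nt long and lies on the minus strand of chromosome 2 from 26313423 to 26315050. RNAhybrid searches such a sequence for the places where a miRNA can form the duplex of lowest free energy (mfe) and a more negative mfe stands for a more stable duplex. The supplement lists 85 duplexes for 8 let-7 members at 41 positions. In all 85, bases 2 to 7 of the miRNA, the part known as its seed, are paired in 1 stretch, in which the paper allows G:U pairs. The mfe values, which are the paper's, run from −27.2 to −6.6 kcal per mol with a median of −16.4.
The duplex that starts at position 766 has the lowest mfe of 5 of the 8 members. That position corresponds to position 26314285 of chromosome 2, where the 3′-UTR reads AAGCCATGCAGGGTGTGGTGCCTCCTAGAG. let-7c-5p has the lowest mfe of the list there, −27.2, followed by let-7b-5p with −26.2. let-7f-5p has its lowest mfe at −21.5, let-7d-5p at −23.8 at position 971, let-7g-5p at −20.7 at position 163 and let-7e-5p at −20.3 at position 43. On mm9, 0 places in the 3′-UTR are fully complementary, without G:U pairs, to bases 2 to 7 of a let-7 member, and 12 are complementary when G:U pairs are allowed. Duplexes are listed at all 12, and at 9 of the 12 for every one of the 8 members. The paper looked for seed pairing with G:U pairs allowed, and the 8 members share bases 2 to 7. These counts are therefore no evidence of binding, and the number of such places expected by chance was not computed. The listed duplexes are predictions, and binding at their positions was not analysed here.

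**Figure D4:**
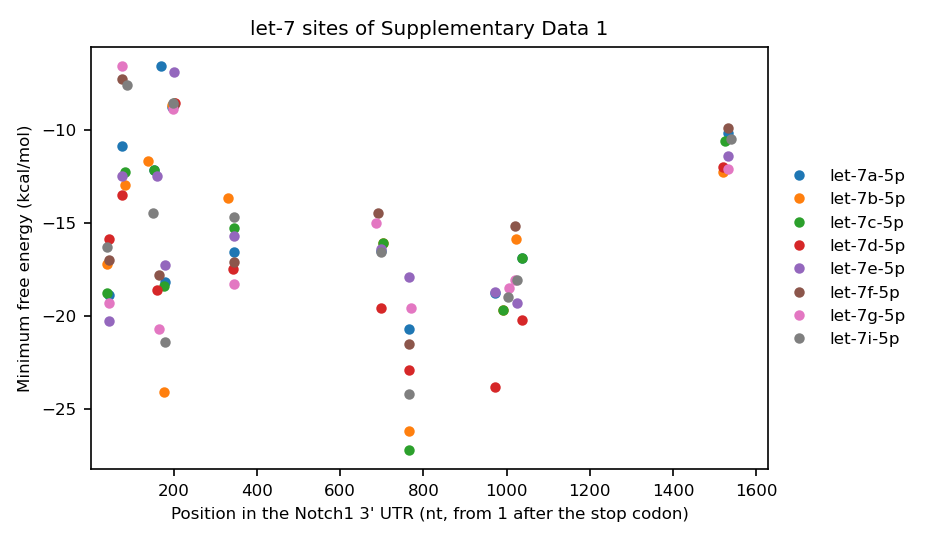
Map of the positions of the supplement's let-7 duplexes along the Notch1 3′-UTR in nt, with the mfe in kcal per mol on the vertical axis and 1 point per duplex. The lowest point is let-7c-5p at position 766 with −27.2.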

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: -21.5 kcal/mol

p-value: undefined

position 766

```
target 5' A      C      GG  G  G      C 3'
          AGC AUGCA  GU  UG  UGCCUC
          UUG UAUGU  UA  AU  AUGGAG
miRNA  3'      A      G  G      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: -17.8 kcal/mol

p-value: undefined

position 163

```
target 5'      A      UUUU      UCCACAGAAAC      U 3'
          UGUAC      AUUU      ACUGCCUU
          AUAUG      UAGA      UGAUGGAG
miRNA  3' UUG      U      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: -17.1 kcal/mol

p-value: undefined

position 345

```
target 5' U      UU      UGAU      U 3'
          GCUGU      AUUUUAU      UGCUUC
          UGAUA      UAGAUG      AUGGAG
miRNA  3' U      UGU      U 5'
```

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7f-5p
length: 22

mfe: -17.0 kcal/mol
p-value: undefined

position 43
target 5' C UG AGUCCUU C G G 3'
CUGU GG UC A UGCUUCA
GAUA UU AG U AUGGAGU
miRNA 3' UU UG A G 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7f-5p
length: 22

mfe: -15.2 kcal/mol
p-value: undefined

position 1020
target 5' U G UGG G GGUGGAGC U 3'
GA UGUGC AAU UG CUGCUUC
UU AUAUG UUA AU GAUGGAG
miRNA 3' G G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7f-5p
length: 22

mfe: -14.5 kcal/mol
p-value: undefined

position 690
target 5' A GU GGGCCUUGGGAG U 3'
GUA GUUUAU UACUUC
UAU UAGAUG AUGGAG
miRNA 3' UUGA GU U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: -9.9 kcal/mol

p-value: undefined

position 1532

```
target 5' A      GG      GA AAUGAUG      U 3'
          AACUGUA  UAAU  A      UAUUUU
          UUGAUAU  GUUA  U      AUGGAG
miRNA  3'              GA G      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: -8.7 kcal/mol

p-value: undefined

position 200

```
target 5'  U      C 3'
          UUAUAUG  UAUUGUUUU
          GAUAUGU  AUGAUGGAG
miRNA  3' UU      UAG      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: -7.3 kcal/mol

p-value: undefined

position 74

```
target 5' U      GG      CCAAAGGAGCCU      AAAAA      U 3'
          GCUG  GCGA      UUUA      UGUUUU
          UGAU  UGUU      AGAU      AUGGAG
miRNA  3' U      A      G      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7f-5p

length: 22

mfe: 0.0 kcal/mol
p-value: undefined

position 0
target 5' 3'

miRNA 3' 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -20.7 kcal/mol
p-value: undefined

position 163
target 5' A UUUUAUUUCCACAG U 3'
UGUAC AAAC ACUGCCUU
ACAUG UUUG UGAUGGAG
miRNA 3' UUG A U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -19.6 kcal/mol
p-value: undefined

position 771
target 5' A GG UG G C 3'
UGCA G UG UGCCUC
AUGU U AU AUGGAG
miRNA 3' UUGAC UG G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -19.3 kcal/mol
p-value: undefined

position 43

```
target 5'  C      UG  G CCUUUCC G      G 3'
          CUGU  GGA U      A UGCUUCA
          GACA  UUU A      U AUGGAGU
miRNA  3'  UU      UG  G      G      5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7g-5p

length: 22

mfe: -18.5 kcal/mol

p-value: undefined

position 1005

```
target 5'      G  G  A      G 3'
          GUG GGAC  UGCCUU
          CAU UUUG  AUGGAG
miRNA  3'  UUGA  G  AUG      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7g-5p

length: 22

mfe: -18.3 kcal/mol

p-value: undefined

position 345

```
target 5'  U      UU  UU  G      U 3'
          GCUGU  AU  AUU AUUGCUUC
          UGACA  UG  UGA UGAUGGAG
miRNA  3'  U      UU      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7g-5p

length: 22

mfe: -18.1 kcal/mol

p-value: undefined

position 1020

```
target 5'  U  G      UGG  UG  GGUGGAGC      U 3'
          GA UGUGC  AA  UG      CUGCUUC
```

miRNA 3' UU ACAUG UU AU GAUGGAG
G UG U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -15.0 kcal/mol
p-value: undefined

position 685
target 5' U G UG UUAUGGGCCUUGGG G U 3'
CUGUA UAG U A UACUUC
GACAU GUU A U AUGGAG
miRNA 3' UU UG G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -12.1 kcal/mol
p-value: undefined

position 1532
target 5' A GGUAAUGA GAUG U 3'
AACUGUA AAAU UAUUUU
UUGACAU UUUG AUGGAG
miRNA 3' G AUG U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -8.9 kcal/mol
p-value: undefined

position 197
target 5' U UUAU UG C 3'
UAU A UAUUGUUUU
AUG U AUGAUGGAG
miRNA 3' UUGAC U UG U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: -6.6 kcal/mol
p-value: undefined

position 74
target 5' U GG CCAA GA CUUUUAAAAAA U 3'
GCUG GCGA G GC UGUUUU
UGAC UGUU U UG AUGGAG
miRNA 3' U A GA U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7g-5p
length: 22

mfe: 0.0 kcal/mol
p-value: undefined

position 0
target 5' 3'

miRNA 3' 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7i-5p
length: 22

mfe: -24.2 kcal/mol
p-value: undefined

position 766
target 5' A CAU G UG G C 3'
AGC GCA GG UG UGCCUC
UUG CGU UU AU AUGGAG
miRNA 3' U G UG G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -21.4 kcal/mol

p-value: undefined

position 178

```
target 5'      C      AAC      U 3'
              CACAGA  ACUGCCUU
              GUGUUU  UGAUGGAG
miRNA  3' UUGUC      GA      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -19.0 kcal/mol

p-value: undefined

position 1004

```
target 5'      G      G      A      G 3'
              GGUG GGAC  UGCCUU
              UCGU UUUG  AUGGAG
miRNA  3' UUG      G      AUG      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -18.1 kcal/mol

p-value: undefined

position 1026

```
target 5'      U  UG      GUGGGUGGAGC      U 3'
              GC  GAAU      CUGCUUC
              CG  UUUG      GAUGGAG
miRNA  3' UUGU  UG      AU      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -16.6 kcal/mol
p-value: undefined

position 699

```
target 5' U UG      UU GG G      U 3'
          A  GGC C  G  A UACUUC
          U  UCG G  U  U AUGGAG
miRNA  3'  UG    U UU GA G      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -16.3 kcal/mol
p-value: undefined

position 39

```
target 5' A    CCU  UG    G CCUUUCC G      G 3'
          AGC   GU   GGA U      A UGCUUCA
          UUG   CG   UUU A      U AUGGAGU
miRNA  3'      U    UG    G      G      5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -14.7 kcal/mol
p-value: undefined

position 345

```
target 5' U  U  UU  UU  G      U 3'
          GC GU  AU  AUU AUUGCUUC
          UG CG  UG  UGA UGAUGGAG
miRNA  3' U  U      UU      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -14.5 kcal/mol
p-value: undefined

position 150

target 5' U UU UAUG U 3'
UAGUAU AUU UACUUU
GUCGUG UGA AUGGAG
miRNA 3' UU UU UG U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -10.5 kcal/mol

p-value: undefined

position 1539

target 5' A AUGA GAUG U 3'
GGUA AAAU UAUUUU
UCGU UUUG AUGGAG
miRNA 3' UUG G AUG U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -8.6 kcal/mol

p-value: undefined

position 197

target 5' U UUAU UG C 3'
UAU A UAUUGUUUU
GUG U AUGAUGGAG
miRNA 3' UUGUC U UG U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7i-5p

length: 22

mfe: -7.6 kcal/mol

p-value: undefined

position 88

target 5' A G CUUU AAA U 3'
AG AGC UAAA UGUUUU

miRNA 3'   UU UCG   GUUU   AUGGAG
                 G   U   GAUG   U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

```
length: 1628
```

MIRNA : mmu-let-7i-5p

```
length: 22
```

```
mfe: 0.0 kcal/mol
```

p-value: undefined

```
position 0
```

target 5' 3'

miRNA 3' 5'

dataset: 1

TARGET : mm_Notch1_3UTR

```
length: 1628
```

MIRNA : mmu-let-7d-5p

```
length: 22
```

```
mfe: -23.8 kcal/mol
```

p-value: undefined

position 971

target 5' A CUGAUCCCCAAACUG CUGGGUGGGGACA G 3'

AGCUAUGUGGCCU

GC

UGCCUU

UUGAUACGUUGGA

UG

AUGGAG

miRNA 3' A 5'

dataset: 1

TARGET : mm Notch1 3UTR

```
length: 1628
```

MIRNA : mmu-let-7d-5p

```
length: 22
```

```
mfe: -22.9 kcal/mol
```

p-value: undefined

position 766

target 5' A C GG G G C 3'

AGC AUGCAG U UG UGCCUC

UUG UACGUU G AU AUGGAG

miRNA 3' A G G A 5'

```
dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7d-5p
length: 22
```

```
mfe: -20.2 kcal/mol
p-value: undefined
```

```

position    1038
target 5'      G      G                               G 3'
                GUG AGCC      UGCUUCU
                UAC UUGG      AUGGAGA
miRNA  3' UUGA      G      AUG                               5'

```

```
dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7d-5p
length: 22
```

```
mfe: -19.6 kcal/mol
p-value: undefined
```

```

position 697
target 5'  U                UGGG G                C 3'
          UUAUG GGCCU      A UACUUCU
          GAUAC UUGGA      U AUGGAGA
miRNA  3'  UU          G                G                5'

```

```
dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7d-5p
length: 22
```

```
mfe: -18.6 kcal/mol
p-value: undefined
```

**position**	**160**								
target	5'	U		CUUUUAUUU	UCC		AGAAAC		U 3'
			UUAUGUA			AC		ACUGCCUUU	
			GAUACGU			UG		UGAUGGAGA	
miRNA	3'	UU				GA			5'

```
dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
```

MIRNA : mmu-let-7d-5p

length: 22

mfe: -17.5 kcal/mol

p-value: undefined

position 343

```
target 5'      A      UGUUU      UGAU      U 3'
              AUGC      AUUUUAU      UGCUUCU
              UACG      UGGAUG      AUGGAGA
miRNA  3' UUGA      U                                5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7d-5p

length: 22

mfe: -15.9 kcal/mol

p-value: undefined

position 43

```
target 5'  C      U G  GU      UUCC G      A 3'
           CUGU G GA  CCU      A UGCUUC
           GAUA C UU  GGA      U AUGGAG
miRNA  3' UU      G      G      A 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7d-5p

length: 22

mfe: -13.5 kcal/mol

p-value: undefined

position 74

```
target 5' U      GG      AAAGGAGCCUUU  AAAAA      A 3'
           GCUG  GCGACC      UA      UGUUUUU
           UGAU  CGUUGG      AU      AUGGAGA
miRNA  3' U      A                                G      5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7d-5p

length: 22

mfe: -12.0 kcal/mol
p-value: undefined

position 1520

target 5'	A	CA	AA	GUAGGUA	AUGAAAA	AUG	U	3'
	AACUA	UGCA	ACU		UG	UAUUUUU		
	UUGAU	ACGU	UGG		AU	AUGGAGA		
miRNA 3'					G			5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7d-5p
length: 22

mfe: -8.6 kcal/mol
p-value: undefined

position 203

target 5'	A			C	3'
	UAUGU		AUUGUUUU		
	AUACG		UGAUGGAG		
miRNA 3'	UUG	UUGGA		A	5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7d-5p
length: 22

mfe: 0.0 kcal/mol
p-value: undefined

position 0

target 5' 3'

miRNA 3' 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -20.7 kcal/mol
p-value: undefined

position 766

```
target 5' A      C      GG G  G      C 3'
          AGC AUGCAG  U  UG UGCCUC
          UUG UAUGUU  G AU AUGGAG
miRNA  3'      A      G  G      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7a-5p

length: 22

mfe: -18.9 kcal/mol

p-value: undefined

position 43

```
target 5'  C      UG GAGU  UUCC G      G 3'
          CUGU  G      CCU      A UGCUUCA
          GAUA  U      GGA      U AUGGAGU
miRNA  3' UU      UG U      G      5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7a-5p

length: 22

mfe: -18.8 kcal/mol

p-value: undefined

position 971

```
target 5' A      CUGAUCCCCAAACUG  CUGGGUGGGGACA      G 3'
          AGCUAUGUGGCCU      GC      UGCCUU
          UUGAUAUGUUGGA      UG      AUGGAG
miRNA  3'      U      5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7a-5p

length: 22

mfe: -18.2 kcal/mol

p-value: undefined

position 179

```
target 5'      C      AAA      U 3'
          ACAG  C ACUGCCUU
```

UGUU   G UGAUGGAG
miRNA 3' UUGAUA   G   A   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -16.9 kcal/mol
p-value: undefined

position 1038
target 5'   G   G   U 3'
              GUG AGCC   UGCUUC
              UAU UUGG   AUGGAG
miRNA 3' UUGA   G   AUG   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -16.6 kcal/mol
p-value: undefined

position 345
target 5' U   UU   UGAU   U 3'
          GCUGU   AUUUUAU   UGCUUC
          UGAUA   UGGAUG   AUGGAG
miRNA 3' U   UGU   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -16.5 kcal/mol
p-value: undefined

position 697
target 5' U   UGGG G   U 3'
          UUAUG GGCCU   A UACUUC
          GAUAU UUGGA   U AUGGAG
miRNA 3' UU   G   G   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -12.2 kcal/mol
p-value: undefined

position 152
target 5'   A   UU   G   U 3'
                  GUAU   AUUUUAU UACUUU
                  UAUG   UGGAUG AUGGAG
miRNA 3' UUGA   U   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -10.9 kcal/mol
p-value: undefined

position 74
target 5' U   GG   AAAGGAGCCUUU   AAAAA   U 3'
                  GCUG   GCGACC   UA   UGUUUU
                  UGAU   UGUUGG   AU   AUGGAG
miRNA 3' U   A   G   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7a-5p
length: 22

mfe: -10.2 kcal/mol
p-value: undefined

position 1532
target 5' A   GG   GA AAUGAUG   U 3'
                  AACUGUA   UAAU   A   UAUUUU
                  UUGAUAU   GUUG   U   AUGGAG
miRNA 3'   GA G   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628

MIRNA : mmu-let-7a-5p

length: 22

mfe: -8.8 kcal/mol

p-value: undefined

position 196

```
target 5'  U      UUAU  G              C 3'
           UUAU      AU  UAUUGUUUU
           GAUA      UG  AUGAUGGAG
miRNA  3'  UU      UGU   G              U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7a-5p

length: 22

mfe: -6.6 kcal/mol

p-value: undefined

position 170

```
target 5'              N              C 3'
                        UUAUUUU
                        GAUGGAG
miRNA  3'  UUGAUAUGUUGGAU          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7a-5p

length: 22

mfe: 0.0 kcal/mol

p-value: undefined

position 0

```
target 5'  3'
```

```
miRNA  3'  5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -26.2 kcal/mol
p-value: undefined

position 766

```
target 5' A          GG G  G          C 3'
          AGCCAUGCAG  U  UG  UGCCUC
          UUGGUGUGUU  G  AU  AUGGAG
miRNA   3'          G  G          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -24.1 kcal/mol
p-value: undefined

position 177

```
target 5'  U          G  AC          U 3'
          CCACA AA    ACUGCCUU
          GGUGU UU    UGAUGGAG
miRNA   3' UU          G  GGA          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -19.7 kcal/mol
p-value: undefined

position 991

```
target 5'  C  A  U          GGGUGGGG  A          G 3'
          CCA AC GGCCU          AC UGCCUU
          GGU UG UUGGA          UG AUGGAG
miRNA   3' UU  G          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -17.2 kcal/mol
p-value: undefined

position 39

```
target 5' A      CUG UG GAGU      UUCC G          G 3'
          AGCC   U  G      CCU      A UGCUUCA
          UUGG   G  U      GGA      U AUGGAGU
miRNA  3'      U      UG U          G          5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -16.1 kcal/mol

p-value: undefined

position 702

```
target 5'          G      UGGG G          U 3'
          GGCCU      A UACUUC
          UUGGA      U AUGGAG
miRNA  3' UUGGUGUG          G          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -15.9 kcal/mol

p-value: undefined

position 1022

```
target 5' A UG      UG  AUGUGGGUGGAGC          U 3'
          G  UGC  GA          CUGCUUC
          U  GUG  UU          GAUGGAG
miRNA  3'      UG      UG  GGAU          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -13.7 kcal/mol

p-value: undefined

position 330

```
target 5'      U      AUUUGUAA UG  GUUUAUUUAUUG          U 3'
          UCAUG          A  CU          AUUGCUUC
```

miRNA 3' UU GGUGU U GA UGAUGGAG U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -13.0 kcal/mol

p-value: undefined

position 82

target 5' C AA G UUUAAAAAA U 3'
GACCA G AGCCU UGUUUU
UUGGU U UUGGA AUGGAG
miRNA 3' G G UG U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -12.3 kcal/mol

p-value: undefined

position 1520

target 5' A GCAA GUAGGUAAUGAAAA AUG U 3'
AACUACAU AACU UG UAUUUU
UUGGUGUG UUGG AU AUGGAG
miRNA 3' G U 5'

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7b-5p

length: 22

mfe: -11.7 kcal/mol

p-value: undefined

position 137

target 5' U UUUUUUUUUU GU UUAUG U 3'
CCAU A AUUUAU UACUUU
GGUG U UGGAUG AUGGAG
miRNA 3' UU GU U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7b-5p
length: 22

mfe: -8.7 kcal/mol
p-value: undefined

position 196
target 5' U UUAU G C 3'
UUAU AU UAUUGUUUU
GGUG UG AUGAUGGAG
miRNA 3' UU UGU G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7b-5p
length: 22

mfe: 0.0 kcal/mol
p-value: undefined

position 0
target 5' 3'

miRNA 3' 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7c-5p
length: 22

mfe: -27.2 kcal/mol
p-value: undefined

position 766
target 5' A GG G G C 3'
AGCCAUGCAG U UG UGCCUC
UUGGUAUGUU G AU AUGGAG
miRNA 3' G G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -19.7 kcal/mol

p-value: undefined

position 991

```
target 5'  C   A   U       GGGUGGGG   A       G 3'
           CCA AC GGCCU       AC UGCCUU
           GGU UG UUGGA       UG AUGGAG
miRNA  3'  UU   A                               U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -18.8 kcal/mol

p-value: undefined

position 39

```
target 5'  A       CU   UG GAGU   UUCC G       G 3'
           AGCC  GU   G       CCU   A UGCUUCA
           UUGG  UA   U       GGA   U AUGGAGU
miRNA  3'                UG U               G       5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -18.4 kcal/mol

p-value: undefined

position 177

```
target 5'  U   CAGA                U 3'
           CCA   AAC  ACUGCCUU
           GGU   UUG  UGAUGGAG
miRNA  3'  UU   AUG   GA                U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -16.9 kcal/mol
p-value: undefined

position 1038

```
target 5'      G      G              U 3'
              GUG AGCC      UGCUUC
              UAU UUGG      AUGGAG
miRNA  3' UUGG      G      AUG      U 5'
```

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7c-5p
length: 22

mfe: -16.1 kcal/mol
p-value: undefined

position 702

```
target 5'      G      UGGG G      U 3'
              GGCCU      A UACUUC
              UUGGA      U AUGGAG
miRNA  3' UUGGUAUG      G      U 5'
```

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7c-5p
length: 22

mfe: -15.3 kcal/mol
p-value: undefined

position 345

```
target 5' U      UU      UGAU      U 3'
              GCUGU      AUUUUAU      UGCUUC
              UGGUA      UGGAUG      AUGGAG
miRNA  3' U      UGU      U 5'
```

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7c-5p
length: 22

mfe: -12.3 kcal/mol
p-value: undefined

position 82

```
target 5' C      AA G      UUUAAAAAA      U 3'
          GACCA  G AGCCU      UGUUUU
          UUGGU  U UUGGA      AUGGAG
miRNA  3'      A  G      UG      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -12.2 kcal/mol

p-value: undefined

position 152

```
target 5'      A      UU      G      U 3'
          GUAU  AUUUUAU UACUUU
          UAUG  UGGAUG AUGGAG
miRNA  3' UUGG      U      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -10.6 kcal/mol

p-value: undefined

position 1525

```
target 5'      A      AA      GUAGGUA AUGAAAA      AUG      U 3'
          CAUGCA  ACU      UG      UAUUUU
          GUAUGU  UGG      AU      AUGGAG
miRNA  3' UUG      G      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7c-5p

length: 22

mfe: -8.6 kcal/mol

p-value: undefined

position 201

```
target 5'      U      UG      C 3'
          UAUA  U AUUGUUUU
```

AUGU G UGAUGGAG
miRNA 3' UUGGU   UG A   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7c-5p
length: 22

mfe: 0.0 kcal/mol
p-value: undefined

position 0
target 5' 3'

miRNA 3' 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7e-5p
length: 22

mfe: -20.3 kcal/mol
p-value: undefined

position 43
target 5' C   UG GAGU   CCAG   G 3'
          CUGU G   CCUUU   UGCUUCA
          GAUA U   GGAGG   AUGGAGU
miRNA 3' UU   UG U   5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7e-5p
length: 22

mfe: -19.3 kcal/mol
p-value: undefined

position 1026
target 5' U   GA UG GGGUGGAG   U 3'
          GCUG   A U   CCUGCUUC
          UGAU   U G   GGAUGGAG
miRNA 3' U   AUG UG A   U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7e-5p
length: 22

mfe: -18.7 kcal/mol
p-value: undefined

position 971
target 5' A UGAUCCCCAAACUGG CUGGGUGGGGACA G 3'
AGCUAUGUGGCCUC C UGCCUU
UUGAUAUGUUGGAG G AUGGAG
miRNA 3' U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7e-5p
length: 22

mfe: -17.9 kcal/mol
p-value: undefined

position 766
target 5' A C GG G GG C 3'
AGC AUGCAG U U UGCCUC
UUG UAUGUU A G AUGGAG
miRNA 3' A GG G U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628
MIRNA : mmu-let-7e-5p
length: 22

mfe: -17.3 kcal/mol
p-value: undefined

position 179
target 5' C AAACA U 3'
ACAG CUGCCUU
UGUU GAUGGAG
miRNA 3' UUGAUA GGAG U 5'

dataset: 1
TARGET : mm_Notch1_3UTR
length: 1628

MIRNA : mmu-let-7e-5p

length: 22

mfe: -16.4 kcal/mol

p-value: undefined

position 697

```
target 5'  U          GGGAG          U 3'
          UUAUG GGCCUU          UACUUC
          GAUUAU UUGGAG          AUGGAG
miRNA  3'  UU          G          G          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7e-5p

length: 22

mfe: -15.7 kcal/mol

p-value: undefined

position 345

```
target 5'  U          UU          AUUGA          U 3'
          GCUGU          AUUU          UUGCUUC
          UGAUA          UGGA          GAUGGAG
miRNA  3'  U          UGU          G          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7e-5p

length: 22

mfe: -12.5 kcal/mol

p-value: undefined

position 74

```
target 5'  U          GG          AAAGGAG  UUUUAAAAAA          U 3'
          GCUG  GCGACC          CC          UGUUUU
          UGAU  UGUUGG          GG          AUGGAG
miRNA  3'  U          A          A          U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7e-5p

length: 22

mfe: -12.5 kcal/mol
p-value: undefined

position 160

```
target 5'   U       UA                      C 3'
           UUAUG      CUUUUAUUUU
           GAUAU      GAGGAUGGAG
miRNA  3' UU       GUUG                      U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7e-5p

length: 22

mfe: -11.4 kcal/mol
p-value: undefined

position 1532

```
target 5' A       GGUAAUGAA   GA G       U 3'
           AACUGUA           AAU   U UAUUUU
           UUGAUAU           UUG   G AUGGAG
miRNA  3'           G           GA G       U 5'
```

dataset: 1

TARGET : mm_Notch1_3UTR

length: 1628

MIRNA : mmu-let-7e-5p

length: 22

mfe: -6.9 kcal/mol
p-value: undefined

position 201

```
target 5'       U       UG A           C 3'
           UAUA   U   UUGUUUU
           AUGU   G   GAUGGAG
miRNA  3' UUGAU       UG AG           U 5'
```

How the deposited data were processed for this re-analysis (not part of the article)

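Small RNA of SN and of cultured rat SCs was measured in 15 libraries: 2 each for wild-type ED17.5, PN1, PN4, PN10, PN30 and PN60 and for Dicer KO at PN4, and 1 of rat SCs. According to the paper, RNA of 15 to 35 nt was purified by gel electrophoresis, linked to adapters and sequenced with 50 bp reads. The submitters' processing notes name CASAVA 1.8 for base calling, Bowtie and the ncPRO pipeline for mapping to mm9 and rn4, and DESeq 1.14.0. The deposited files hold 1 list per library, in which the unit is a count, namely the number of reads of each distinct sequence. The lists hold no mapping, miRNA names or normalization, and that adapters had been removed from the reads was inferred from the lists.

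Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for assignment and for values per library, R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 for the tests, and matplotlib 3.10.9 for the plots. Of 1577 miRNA hairpins annotated on mm9, 550 carry a miRNA name. Each hairpin was taken with 10 nt on either side. On each arm, the most frequent 5′ and 3′ ends of the reads pooled over the 14 mouse libraries defined the mature miRNA, provided that it had at least 100 pooled reads and 19 to 25 nt and that at least 60% of the arm's reads fitted these ends. This left out 102 arms with irregular ends, which held 0.11% of all reads. A read of 15 to 30 nt counted when it matched without mismatches and its ends lay within 2 nt (5′) and 3 nt (3′), and a read that fitted several miRNAs was shared equally among them. Such reads made up a median of 0.08% of a library's miRNA reads. The annotation lacks the hairpin of let-7e-5p, so its sequence in the supplement was placed on mm9 (chromosome 17, 17967330 to 17967351). That sequence, and not the most frequent read ends, defined let-7e-5p, and the limits on pooled reads and fitting ends were not applied to it. For other hairpins that the annotation lacks, a mature sequence was measured only where an annotated hairpin has the same sequence, as for let-7f-5p.

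Library totals ran from 2584840 to 18749529 reads, and miRNAs took 45.8 to 69% of them. At this depth, counting error is small beside the spread between mice for the abundant miRNAs named in the text. Intervals for the single rat SC library are exact binomial intervals and cover counting error only, since PCR copies cannot be told from separate molecules.

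The tests used edgeR's quasi-likelihood fit with TMM factors and filterByExpr, 1 mean per mouse group and no covariate, over all 14 mouse libraries, which leaves 7 residual degrees of freedom. The common biological coefficient of variation was 0.185. The comparisons were any difference among the 6 ages, PN10 against ED17.5, PN60 against PN10, and Dicer KO against wild-type at PN4, with an adjusted p threshold of 0.05. The numbers of miRNAs with an unadjusted p under 0.05 were 370, 273, 257 and 301. Lists of miRNAs (let-7 family, miR-17-92 and paralogous clusters, Dlk1-Dio3 cluster, miR-29, miR-30 and miR-181 families, glial, muscle, endothelial, blood and immune, neuronal, mesenchymal and smooth muscle, and epithelial) were tested with limma's camera with a preset correlation of 0.01, adjusted over the 13 lists and 3 comparisons, and again with an estimated correlation. With the preset correlation 13 of the 39 list results passed, and with the estimated correlation 0 did. The let-7 share of miRNA reads was set against the order of the ages with 100000 permutations, or all of them for 6 libraries. The same test was run, after the data had been seen, on the mean read lengths of 133 miRNAs and on 18 shares of let-7 reads with an added A or U, and its results on these are not reported.

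The comparisons, lists, tests, alternatives and the rule for naming miRNAs were fixed before the data were examined, apart from the alternative that allows 1 mismatch. The rule names every let-7 member of the paper, the 10 largest changes in each comparison and direction among miRNAs of at least 100 r.p.m. whose libraries do not overlap, the 10 most abundant miRNAs of each group, and up to 4 members of each list.

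The same fit was tested on simulated data with 200 changed miRNAs at the replicate spread of these libraries. For a fold of 1.5 it called 27.7% of them at PN10 against ED17.5, 32.8% at PN60 against PN10 and 25.4% for Dicer KO. For a fold of 4 it called 95.5%, 95.5% and 96.9%, and 2.44%, 3.62% and 1.49% of the calls were false. The simulated changes went up and down equally often, in the first group of the comparison only, with miRNAs drawn independently. The shares of false calls therefore do not cover errors that come from the scaling. A chi-square test of the miRNA counts of all 91 pairs of mouse libraries found none that agreed within sampling noise, and the smallest value per degree of freedom was 70.8.

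The alternatives tried were library size as the only scaling, upper-quartile factors, DESeq2 with its size factors, no filter on low counts, a filter of 10 r.p.m., a fit of only the groups compared, the replicate number as a block, leaving out each library in turn, exact mature sequences only, reads that fit 1 miRNA only, reads with up to 1 mismatch, r.p.m. over miRNA reads, and the PN4 ranking by ratio or without correction. The rat SC library was compared with no group in a test, because it has no replicate and is from another species. Its levels did choose the members for a permutation test of list medians in the closing section. Quantitative PCR, mRNA sequencing and the culture experiments of the paper have no file among these libraries and were not analysed here.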

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

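All tests weighed below were chosen after the results they concern had been seen.

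Reads of many miRNAs were shorter in older SN, which the paper does not report: of 133 miRNAs, 107 were shorter at PN60 in both libraries than in both ED17.5 libraries and 10 were longer (chance gives 16.7% in each direction), with a median change of −0.18 nt, and the mean length of miR-30a-5p reads went from 23.68 ± 0.04 nt at ED17.5 to 21.70 ± 0.03 nt at PN60 (SD, n = 2 mice), a change of −1.98 nt. Size selection on the gel as the whole cause would shift the 24-nt to 22-nt ratio of all miRNAs alike, but 30.9% of 68 miRNAs lay over 1 log2 unit from the median shift, to the same side in all 4 pairs of PN60 and ED17.5 libraries, as 0 and 1 of the 68 did between the libraries of ED17.5 and of PN60. Size selection on the gel for the shift common to all miRNAs cannot be told apart from trimming, since the ratio had a median log2 change of −1.15 and was lower in 75 of 87 miRNAs and higher in 12, which both would give. RNA breakdown in the older nerves cannot be told apart either, because the share of 10 to 19 nt reads changed by −3.59 percentage points, no more than the ED17.5 libraries differ from each other (11.9 and 8.17%, against 5.99 and 6.9% at PN60), and 20-nt reads lie outside that range. A change in the cells that the reads come from may contribute and cannot be told apart from trimming within the same cells: across miRNAs, which are not independent, the length changes with age and in Dicer KO correlated with a Spearman's rho of 0.42, but the age groups hold no sorted cells. The shortening also takes reads out of the counted levels. For miR-30a-5p, reads of 20 nt were not counted and made up 5.68% of its reads at ED17.5 and 48.8% at PN60.

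Of 66 miRNAs of the Dlk1-Dio3 cluster, which the paper does not discuss, 58 were higher in Dicer KO SN at PN4, together with mesenchymal, blood and endothelial miRNAs. A smaller share of SC miRNAs that raises all other miRNAs alike cannot be told apart from a change of these miRNAs within the other cells of the Dicer KO nerve, which was not tested: among members under 10 r.p.m. in rat SCs, the medians of the lists (1.01 for the cluster, 1.48 mesenchymal, 1.23 blood and immune, 0.89 endothelial, 0.62 neuronal) had a range of 0.86, and the permutation p of 0.078 leaves it undecided. Only 5 of those 8 neuronal members lay above 0 (SD 0.96), and 9 of the 56 miRNAs under 1 r.p.m. in rat SCs were lower in Dicer KO. Both may go against a smaller SC share, but cultured rat SCs are a stand-in for the SCs of the nerve. Rat miRNAs that differ in sequence from the mouse ones were also missed, so such members may still come from SCs. With all members the spread of the medians was 1.02 (permutation p = 0.044). That spread decides nothing, because miRNAs of at least 10 r.p.m. in rat SCs enter it, and a smaller SC share would lower those. The scaling of the counts cannot be told apart either, because the other scalings moved the median of all miRNAs in this comparison by no more than a log2 shift of −0.03 (upper-quartile factors), too little to test it. The larger share of reads of 10 to 19 nt in Dicer KO (20.8 against 12.9%) was not tested as a cause.

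miR-146b-5p, which the paper does not discuss, was at 22259 r.p.m. at PN4 in wild-type SN, rank 3 after subtraction of Dicer KO. miR-29a-3p, also outside the miRNAs that the paper discusses, had a log2 fold change of 4.72 at PN60 against PN10, and both PN60 libraries lay above both PN10 libraries. A pair of sequences of up to 31 nt with no exact place on mm9 held 0.758% of the reads in PN1 replicate 1, 0.523% in PN30 replicate 1, 0.481% in ED17.5 replicate 1, 0.282% in Dicer KO replicate 1 and 0.16% in PN60 replicate 2, against at most 0.0204% in each of the other libraries.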

How the results depend on the processing

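The alternative with up to 1 mismatch was chosen after the data had been seen.

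Under every alternative run, let-7 family members higher at PN10 than ED17.5 were 7 or 8. List calls were 13 to 15 in the alternatives run for them, apart from the estimated correlation, which gave 0, with p = 0.38 (PN10 against ED17.5) and 0.45 (Dicer KO) for the let-7 family. With library size as the only scaling, 67 miRNAs were higher at PN60 than PN10. With only the groups compared, 3 let-7 members were lower in Dicer KO. By the ratio of wild-type to Dicer KO, which ranks miRNAs by relative drop and not by level, 0 let-7 members were among the 40 at PN4. Without any correction, 6 were. The causes of the other differences were not tested.

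The let-7 sums at ED17.5, PN1, PN4, PN10, PN30 and PN60 were 60980, 76902, 102956, 131441, 141155 and 121363 per 1000000 miRNA reads, where the smaller denominator makes the change. They were 30327, 38331, 47549, 62535, 60969 and 52969 with exact mature sequences only, which drops reads, and 42949, 55697, 72043, 101536, 110832 and 99661 with up to 1 mismatch, which adds reads.

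Without single libraries, where a lone library is assumed to vary like the other groups, the ranges were 343 to 375 (miRNAs differing between wild-type ages), 88 to 115 (miRNAs higher at PN10 than ED17.5), 92 to 154 (miRNAs lower at PN10 than ED17.5), 46 to 121 (miRNAs higher at PN60 than PN10), 110 to 149 (miRNAs lower at PN60 than PN10), 62 to 118 (miRNAs lower in Dicer KO than wild-type at PN4), 106 to 168 (miRNAs higher in Dicer KO than wild-type at PN4) and 1 to 8 (let-7 family members lower in Dicer KO than wild-type at PN4). The low ends came without PN10 replicate 2 (92 and 46) and Dicer KO replicate 2 (62, 106 and 1), and counts also fell without PN10 replicate 1 (64), PN60 replicates 1 and 2 (72 and 49) and wild-type PN4 replicate 2 (71 and 1). The let-7 share kept a rho of 0.8 to 0.93 with age, and 6 or 7 let-7 members were among the 40 at PN4. The let-7g-5p log2 fold change, PN60 against PN10, reversed to −0.12 without wild-type PN60 replicate 1.

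With the replicate number as a block, the counts were 367 (miRNAs differing between wild-type ages), 112 (miRNAs higher at PN10 than ED17.5), 149 (miRNAs lower at PN10 than ED17.5), 111 (miRNAs higher at PN60 than PN10), 117 (miRNAs lower at PN60 than PN10, and miRNAs lower in Dicer KO than wild-type at PN4) and 167 (miRNAs higher in Dicer KO than wild-type at PN4), with 8 let-7 members higher at PN10, 8 lower in Dicer KO and 13 list calls. The main fit did not use the replicate numbers to pair the libraries. The differences between replicates correlated above 0.1 in 19 of 21 pairs of groups (median 0.28, lowest −0.26). A batch shared by libraries of the same replicate number can therefore not be excluded. Depth limits miRNAs of few reads, and the number of mice, 2 per group, limits the calls as well.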

Differences from the paper's values

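The levels of Fig. 1b were read by eye from the figure, and all 22 that were compared lay above those found here, by 4.68 to 12.1 times (median 9.26). For let-7f-5p the paper's values are about 58000 r.p.m. at ED17.5, about 86000 at PN1, about 140000 at PN4, about 200000 at PN10, about 300000 at PN30 and about 260000 at PN60 in Fig. 1b, read by eye. The values here are 12024, 17149, 26327, 35951, 48680 and 38978 r.p.m. of all reads in the deposited lists.

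For ED17.5 and PN10, Fig. 1b, read by eye, has about 74000 and about 150000 for let-7i-5p (7394 and 12360 here), about 23000 and about 68000 for let-7c-5p (4518 and 12928), about 23000 and about 65000 for let-7a-5p (4917 and 11874), about 14000 and about 38000 for let-7g-5p (1490 and 3584), and about 24000 and about 42000 for let-7d-5p (2629 and 4038). It has about 4200 and about 18000 for let-7b-5p (390 and 1554), about 12000 and about 12000 for let-7e-5p (1185 and 1165) and about 3200 and about 6500 for miR-98-5p (304 and 563).

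Of the alternatives set before the data were examined, namely r.p.m. over miRNA reads, exact mature sequences only, reads that fit 1 miRNA only and leaving out each library, none brought any of the 22 levels within the paper's. Nor did reads with up to 1 mismatch, an alternative chosen after seeing the values. The folds from ED17.5 to PN10 of the 9 members were each within 1.5 times those of Fig. 1b, read by eye, but all 9 lay below them, such as 2.99 against about 3.4 for let-7f-5p, 2.41 against about 2.8 for let-7a-5p and 1.67 against about 2 for let-7i-5p.

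Fig. 1b draws let-7i-5p above let-7f-5p at ED17.5 and at PN1 and below it at the later ages, while let-7f-5p was above let-7i-5p at every age here (12024 against 7394 r.p.m. at ED17.5 and 17149 against 9369 at PN1).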

Other observations

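The values below were looked at only after the data had been seen, and so were the miRNAs named for them.

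For the shares with an added base, only reads of the whole mature sequence, with or without an added base, were counted, and shorter reads were left out. Of these reads of let-7i-5p, those with an added U at the 3′ end made up 1.62% ± 0.0416 at ED17.5 (SD, n = 2 mice), 2.14% at PN1, 2.69% at PN4, 3.99% at PN10, 6.14% at PN30 and 7.62% ± 0.0932 at PN60. The share was 2.95% in Dicer KO at PN4 and 1.61% in rat SCs. The base that follows let-7i-5p on mm9 is G, so this U is not encoded there. These reads with an added U are of the mature miRNA and not of its precursor, and the paper does not report them. The base after miR-98-5p and let-7e-5p is G as well. The share of let-7e-5p with an added U was 8.86% ± 0.785 at ED17.5 and 8.41% ± 0.618 at PN60, a difference within the spread between mice. For miR-98-5p the share with an added U was 1.25% ± 0.338 at ED17.5 and 2.59% ± 0.00758 at PN60. Reads of let-7i-5p with an added A made up 10.9% at ED17.5 and 13.9% at PN60, while those of let-7e-5p went from 6.98 to 3.31% and those of miR-98-5p from 10.3 to 6.18%.

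Of the 22-nt reads of let-7f-5p, 11.5 to 13% differed from the mature sequence by 1 base in every library, and 86.6 to 92.5% of these differences lay at positions 2 to 4 from the 5′ end. The positions of mismatches in other miRNAs were not examined. Allowing 1 mismatch raised the share of miRNA reads in every library, such as from 59.7 to 71.5% of all reads in ED17.5 replicate 1. Single mismatches were therefore not particular to let-7f-5p, and their cause was not tested.

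The sequences CAACGGAATCCCAAAAGCAGCTG (chromosome 9 of mm9, 108470656 to 108470678) and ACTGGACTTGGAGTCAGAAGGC (chromosome 18, 61557491 to 61557512, in an intron of Ppargc1b) lie at no annotated miRNA hairpin and are absent from the values above. Reads of exactly these sequences reached 3265 to 8649 r.p.m. and 757 to 1806 r.p.m. in the mouse libraries, and 10969 and 76.7 r.p.m. in the rat SC library. All ranks and counts of the most abundant miRNAs above were made without them. The annotation used here does not decide whether they are miRNAs.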
